# A CRISPR/Cas9-based enhancement of high-throughput single-cell transcriptomics

**DOI:** 10.1038/s41467-025-59880-2

**Published:** 2025-05-19

**Authors:** Amitabh C. Pandey, Jon Bezney, Dante DeAscanis, Ethan B. Kirsch, Farin Ahmed, Austin Crinklaw, Kumari Sonal Choudhary, Tony Mandala, Jeffrey Deason, Jasmin S. Hamidi, Azeem Siddique, Sridhar Ranganathan, Keith Brown, Jon Armstrong, Steven Head, Phillip Ordoukhanian, Lars M. Steinmetz, Eric J. Topol

**Keywords:** Genome informatics, Cell signalling, CRISPR-Cas systems, RNA sequencing

## Abstract

Single-cell RNA-seq (scRNAseq) struggles to capture the cellular heterogeneity of transcripts within individual cells due to the prevalence of highly abundant and ubiquitous transcripts, which can obscure the detection of biologically distinct transcripts expressed up to several orders of magnitude lower levels. To address this challenge, here we introduce single-cell CRISPRclean (scCLEAN), a molecular method that globally recomposes scRNAseq libraries, providing a benefit that cannot be recapitulated with deeper sequencing. scCLEAN utilizes the programmability of CRISPR/Cas9 to target and remove less than 1% of the transcriptome while redistributing approximately half of reads, shifting the focus toward less abundant transcripts. We experimentally apply scCLEAN to both heterogeneous immune cells and homogenous vascular smooth muscle cells to demonstrate its ability to uncover biological signatures in different biological contexts. We further emphasize scCLEAN’s versatility by applying it to a third-generation sequencing method, single-cell MAS-Seq, to increase transcript-level detection and discovery. Here we show the possible utility of scCLEAN across a wide array of human tissues and cell types, indicating which contexts this technology proves beneficial and those in which its application is not advisable.

## Abstract (web summary)

Single-cell RNAseq can struggle to capture cellular heterogeneity due to the relatively low expression of biologically meaningful transcripts. Here the authors present an approach called scCLEAN, which uses CRISPR/Cas9 to target and remove certain ubiquitous transcripts, thereby enhancing the detection of low-abundance transcripts.

## Introduction

While scRNAseq has revolutionized the analysis of individual cells, challenges with handling data sparsity only continue to rise^1^. Such technical sources of data sparsity are contributed by batch effects, input material quantity variation, and amplification bias^2–9^. Additionally, limitations in conversion efficiency from mRNA to cDNA allow only a small fraction of the mature polyadenylated (polyA) mRNA to be captured^10–14^, potentially confounding biological interpretation and reproducibility. Experimental approaches are continually developed to combat this inherent limitation^11,15–18^.

However, existing methods continue to face the same challenges of data sparsity wherein, regardless of capture method, molecules are sampled from the same underlying distribution that favors moderately to highly abundant polyA transcripts^19^. This means that each new sequencing read has the highest probability of representing a highly expressed transcript and its artifactual duplicates (PCR or optical). Whereas, if the highly abundant molecules are removed from the library prior to sequencing, then each new sequencing read is sampled from a distribution enriched for lesser abundant molecules.

Here, we present single-cell CRISPRclean (scCLEAN), a method that can be applied to any existing scRNAseq library with a dsDNA-intermediate. scCLEAN utilizes CRISPR/Cas9 to selectively cut and remove highly abundant molecules to redistribute sequencing reads to lesser abundant molecules. While CRISPR/Cas9 has been previously integrated into NGS methods to excise unwanted rRNA sequences^20–23^, we demonstrate the adaptability of scCLEAN in an additional application by adapting it for a droplet-based polyA-captured scRNAseq method. scCLEAN selectively removes multiple categories of uninformative molecules (both genomic and transcriptomic), not limited to rRNA. Given that single-cell analysis hinges on detecting differences in gene expression between cells, we propose that adjusting the distribution of the sequencing library towards less ubiquitous transcripts would improve the discovery of biologically distinct relationships between cells. Essentially, biologically relevant transcripts that were previously discarded due to falling below the noise threshold would now be detectable and contribute significantly to enhancing the overall signal-to-noise ratio.

We leverage in silico modeling of diverse publicly available scRNAseq datasets (generated with the 10X Genomics 3’ v3.1 method) to identify genetic targets with both high relative abundance and minimal variance across all human tissue types. We further perform extensive characterization detailing the suitability of the technology across human cell types and tissues. Thereafter, we experimentally validate scCLEAN on a well characterized heterogeneous sample type, peripheral blood mononuclear cells (PBMCs), which partly suffer from data sparsity and high noise due to low mRNA content of immune cell types^24^. The impact of scCLEAN on single-cell analysis is then rigorously examined using multiple orthogonal workflows, comparing scCLEAN to in silico depletion analysis and incorporating into reference atlases to showcase its integration into existing data. Finally, to highlight the ability of scCLEAN to enhance biological hypothesis generation, we apply the method to multiple biological replicates of primary vascular smooth muscle cells (VSMCs) isolated from the coronary and pulmonary artery of healthy matched donors. Using scCLEAN, we uncovered inflammatory signatures within the coronary artery, shedding light on the pathogenesis of coronary artery disease.

## Results

### scCLEAN is applicable across human cell types and tissues

To establish a framework of candidate molecules that could safely be removed from a polyA-capture scRNAseq library without influencing downstream analysis, we focused on the 10x Genomics Chromium platform due to its widespread adoption and prevalance^25^. We surveyed 14 tissue types across 14 different 10X Genomics studies utilizing the 3’ v3.1 method to underscore highly abundant and unwanted sequences to be targeted by scCLEAN (Fig. 1a, Supplementary Data 1). We initially highlighted abundantly covered genomic regions lacking transcript annotations (see “Methods”), as these intergenic regions are filtered out before scRNAseq data processing. We also detected rRNA-aligned reads, despite using a polyA capture method to remove rRNA. Thus, we also rationalized that carryover of rRNA is deserving as candidates for removal given their prevalence in the queried datasets. Taken together, these two sources contributed to a median of 10% and 9% of the total aligned read count, respectively (Fig. 1b). In addition, we unsurprisingly found a high fraction of transcriptomic reads aligning to mitochondrially-encoded genes and nuclear-encoded ribosomal protein-coding genes. We highlighted 10 mitochondrially-encoded genes and 90 nuclear-encoded ribosomal genes common to all surveyed studies (further referred to as Ribo/Mito) that together constitute a median of 34% of total aligned reads (Fig. 1b). Together, mitochondrial and ribosomal genes have been documented to contribute to a high proportion of counts in single-cell data across multiple methods^26^. From there, we also rationalized that other highly abundant and ubiquitous protein-coding genes are also obscuring downstream biological interpretation based on limited biological variability.

**Fig. 1:**
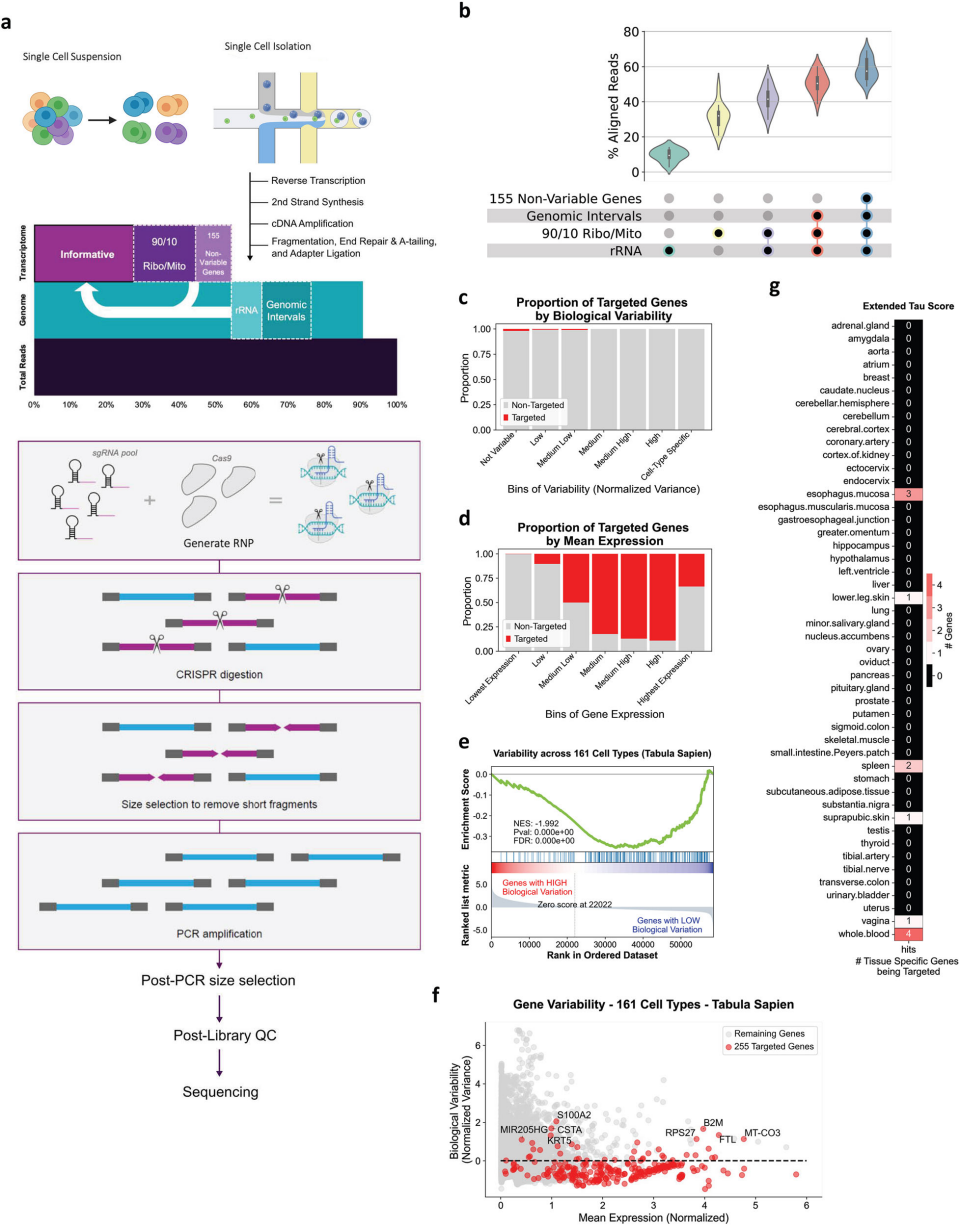
Evaluation of scCLEAN performance on human tissues and cell types. **a** Schematic representing the scCLEAN-mediated removal of abundant sequences from scRNAseq libraries. A single sgRNA pool was constructed from four unique sgRNA pools: (1) genomic intervals (teal), (2) non-polyadenylated rRNA (seafoam), (3) 90 ribosomal nuclear-encoded protein-coding and 10 mitochondrial genes (Ribo/Mito; purple), and (4) 155 non-variable genes (NVG; light purple). **b** Distribution of the percentage of reads aligning to targeted regions after iteratively filtering reads corresponding to each of the four sgRNA guide-sets across 14 datasets. The median percentage breakdown is as follows: rRNA = 10%, Ribo/Mito = 34%, Genomic Intervals = 9%, and NVG = 5% for a cumulative sum of 58%. **c**–**e** Analysis of the 255 gene panel using the Tabula Sapiens Consortium corresponding to 161 unique cell types across 24 organs. **c** Proportion of 255 targeted genes (red) from the total transcriptome across seven bins ranked according to (normalized variance) ranging from “Not Variable” to “Cell-Type Specific”. Each bin contains an equal interval length between the minimum and maximum variances. The sum of genes in each bin were tallied and proportions of the 255 genes in each bin were evaluated. **d** Same as in c, except genes were ranked by mean gene expression (log(x + 1) normalized) and binned according to normalized mean gene expression ranging from “Lowest Expression” to “Highest Expression.” **e** GSEA of the 255 gene panel within the Tabula Sapiens dataset between all 161 cell-types. Genes were ranked by normalized variance with the highest variance genes ranked at the top of the list. The normalized enrichment score (NES) is shown along with the *p* value and false discovery rate. The location of the 255 targeted genes in the ranked list are indicated as blue dashes. **f** Gene scatter plot of biological variability (normalized variance) versus mean expression (log(x + 1) normalized). Dotted black line indicates zero variance. The top 8 genes within the 255 targeted gene panel are annotated with variance > 1. **g** Table summarizing the counts of tissue-specific genes from the 255 gene panel obtained from GTEx. Tissue-specific genes were quantified using the extended tau score metric and the intersection with the 255 gene panel were counted per tissue. Box plots depict the minimum, first quartile (Q1), median, third quartile (Q3), and maximum values for each group. Whiskers extend to the minimum and maximum values within 1.5×IQR from the quartiles. Detailed statistical values are available in Supplementary Data 3. Created in BioRender. Pandey, A. (2025) https://BioRender.com/g46i293.

To assess highly abundant and low-variance genes, we leveraged the Pegasus python toolkit to conservatively filter for targetable genes sharing a combination of both high ranked mean expression and low variance across all 14 tissue types (see “Methods”). From there, 155 protein-coding genes (Supplementary Data 2), further referred to as non-variable genes (NVGs) due to their low variance ranked by mean UMI counts across all tissues, were curated. The NVGs were found to contribute to a median of 5% of non-deduplicated sequencing reads (Fig. 1b). Thus, we concluded that ~58% of median reads can be redistributed to the remaining transcriptome by removing genomic-derived intervals, rRNAs, and 0.7% of the transcriptome (Ribo/Mito and NVGs) (Supplementary Data 3).

To further characterize the ubiquitousness of the 255 protein-coding genes (Ribo/Mito and NVGs) selected for removal, we pursued accurate parameter optimization by querying the Tabula Sapiens single-cell atlas^27^. Across all 161 cell types, the 255 targeted genes were collectively in the lowest bins of gene variability and the highest bins of gene expression (Fig. 1c, d)^28^. Additionally, the 255 targets were confirmed to be negatively associated with variability when examining through gene-set enrichment analysis (GSEA). (Fig. 1e, Supplementary Fig. 1). According to the Tabula Sapiens dataset, we identified 8 targeted genes from the 255 gene panel (MIR205HG, CSTA, S100A2, KRT5, RPS27, B2M, FTL, MT-CO3) that might confer cell type specific expression (normalized variance > 1) (Fig. 1f) depending on cellular context.

After characterizing the 255 gene panel for ubiquitousness in the Tabula Sapiens dataset, we sought to generate a comprehensive metric to assess the impact of the 255 gene panel on any human tissue of interest. To do so, we queried all tissue types stored in The Genotype-Tissue Expression (GTEx) project and quantified the normalized gene expression in transcripts per million (TPM) for the targeted 255 gene panel. From there, we measured that ~50% of total TPM from heart, brain, and kidney tissues were contributed by the scCLEAN-targeted gene panel, while whole blood had the lowest with <20% total TPM (Supplementary Fig. 2). This provides a gauge to which tissue types scCLEAN would have the most potential benefit. Conversely, to further quantify a potential loss in biological marker genes across all queried tissues, genes with tissue specific expression (extended tau score and differential expression) within the 255 gene panel were tallied^29,30^. While most tissues (87.5%) resulted in no removal of marker genes, whole blood was highlighted as the least applicable tissue with 4 marker genes targeted for removal (Fig. 1g, Supplementary Fig. 2).

To address the potential concern of the targeted marker genes at the single-cell level, we again leveraged the Tabula Sapiens dataset to highlight erythrocyte and erythroid lineage cell types with the least predicted added value from scCLEAN (Supplementary Fig. 3)^27^. Furthermore, cell types (*n* = 1598) with distinctive gene markers analyzed via the CellMarker 2.0 database revealed only 0.44% of cell types (*n* = 7) contained a marker gene in the 255 gene panel (Supplementary Fig. 4)^31^. Furthermore, the cell type with the highest percent of total markers removed, exhausted CD8 + T cell, retained ~94% of total cell markers. Of the 7 cell-types containing marker genes found in the scCLEAN panel, 4 were immune-related cells isolated from blood, corroborating results from the tissue level analysis (Supplementary Fig. 4). To experimentally validate the applicability of scCLEAN despite the removal of predicted marker genes relevant to immune-related cell types, we first performed proof-of-concept experiments on ~40,000 PBMCs isolated from a healthy donor.

### scCLEAN increases sensitivity regardless of sequencing depth

First, single-guide RNA (sgRNA) arrays were designed against the genomic-defined intervals, rRNAs, and exonic regions of the 255 protein-coding genes, respectively, using an Ensembl GRCh38 human reference (see “Methods”). PBMCs were then isolated and used to generate full-length cDNA and subject to either processing with the standard 10 × 3’ v3.1 method (10x-V3) (10,000 cells; *n* = 1 channel) or scCLEAN (scCLEAN) (30,000 cells; *n* = 3 channels) each at a targeted sequencing depth of 25,000 reads per cell (see “Methods”). 

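PBMCs, the lymphocytes, monocytes and dendritic cells of blood, were read in 1 10x-V3 library and 1 scCLEAN library as unique molecular identifiers (UMIs), tags that each stand for 1 captured RNA molecule. The panel of 255 targeted genes, taken from Supplementary Data 2, holds 10 mitochondrially encoded genes, 90 ribosomal protein genes and 155 non-variable genes (NVG), which are abundant genes with little variation between cells. The 10x-V3 matrix holds 6119 barcodes and 41902448 UMIs, with medians of 6199 UMIs and 1836 genes per barcode. The scCLEAN matrix holds 6018 barcodes and 26491465 UMIs, with medians of 3276 UMIs and 1936 genes. A total of 6006 barcodes stand in both matrices, which is 99.8% of the scCLEAN barcodes, so most cells were measured with and without depletion. The paper gives 10,000 cells for the 10x-V3 channel, a number that its Methods describe as the targeted recovery. The study's minimum of 200 genes and 500 UMIs per cell, over genes seen in at least 3 cells, left 5596 barcodes of 10x-V3 and 5536 of scCLEAN. Which deposited matrix is the paper's 10x-V3 channel is not stated, so the library used here, chosen by its label, may be another one. A further scCLEAN library of 11786 barcodes and 45144993 UMIs shares 14 barcodes with 10x-V3 and entered as an alternative only, and the other scCLEAN channels of the paper were not analysed here. The authors subsampled the reads to a common number, aligned them to GRCh38 with Cell Ranger (6.0.0 in the submitters' processing notes) and deposited whole UMI counts for the barcodes called as cells. From these counts, UMIs were summed per gene over all barcodes and divided by the number of barcodes, and a log2 ratio is that of scCLEAN over 10x-V3. No cell was removed and no doublet caller was run on the counts, whereas the authors' cell type annotation was made after their removal of doublets. With 1 library per condition there is no replicate, so no test between conditions was made, and intervals (exact Poisson or exact binomial, at 95%) cover counting error only. The paper's targeted depth is given in reads, and all values here are in UMIs.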

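Transcripts of all 3 targeted panels were lower in scCLEAN, and those of most other genes were somewhat higher. The 10 mitochondrially encoded genes went from 345.9 to 7.34 UMIs per barcode, 47.1-fold lower (95% interval 46.7 to 47.6), and the 90 ribosomal protein genes from 1830 to 75.5, 24.2-fold lower (24.2 to 24.3). The 155 NVG were 3.28-fold lower (3.28 to 3.29), from 1322 to 403 UMIs per barcode. In the further scCLEAN library the panels were lower still, at 1.28 (mitochondrial), 21.1 (ribosomal) and 292.3 (NVG) UMIs per barcode. The size of the depletion thus differs between scCLEAN libraries by more than the counting intervals. Together the targeted genes made up 3498 UMIs per barcode in 10x-V3 and 485.5 in scCLEAN, 7.20-fold lower (7.19 to 7.21). All 10 mitochondrial genes and all 89 ribosomal genes with at least 50 UMIs in 10x-V3 had a log2 ratio under -1, as did 108 of 150 NVG. MT-CO1, a subunit of cytochrome c oxidase encoded on the mitochondrial genome, went from 70.5 to 2.56 UMIs per barcode (log2 ratio -4.78), MT-ATP6 had a log2 ratio of -6.02 and MT-CO3 one of -5.86. Among ribosomal proteins the log2 ratio was -6.25 for RPL41, -5.06 for RPLP1 and -4.93 for RPS27. MALAT1, a nuclear non-coding RNA and the most abundant targeted transcript, lies on chromosome 11 of GRCh38 from 65497640 to 65508073 and went from 285.3 to 28.3 UMIs per barcode (-3.34). B2M, the light chain of MHC class I, had a log2 ratio of -3.98, TPT1 one of -3.97, EEF1A1 one of -3.55 and FTL, the ferritin light chain, one of -2.69, while TMSB4X, an actin-binding peptide, was reduced less (-0.59, from 64.1 to 42.6 UMIs per barcode). CSTA and KRT5, targets that the paper discusses as cell type markers, had log2 ratios of -3.69 and -3.83, the latter from only 58 UMIs to 4. The 5 least depleted targets, all NVG, were higher in scCLEAN: ATP5F1E (0.43), TMSB10 (0.40), ATP5MG (0.33), MIF (0.31) and SERF2 (0.30), and at 0.08 to 0.21 when scaled to non-targeted UMIs. Over the 36346 non-targeted genes, the median barcode held 2452 UMIs in 10x-V3 and 2858.5 in scCLEAN, 1.17 times as many, and the median number of non-targeted genes went from 1624 to 1817. Of 12695 non-targeted genes with at least 50 UMIs in 10x-V3, 11093 (87.4%) had a log2 ratio above 0, with a median of 0.30. This median depends on the scaling: it was 0.08 with CPM over non-targeted UMIs, which sets each library to the same total of these genes, where 72.5% lay above 0, and 0.94 with CPM over all UMIs, where 95.8% did.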

We first observed a 2-fold increase in non-targeted transcriptomic reads (hereinafter referred to as the informative transcriptome) with scCLEAN (Fig. 2a). We also highlight that the scCLEAN-targeted regions contributed to ~50% of reads, validating our in silico analysis of relative read contribution. We also sequenced the same 10x-V3 processed sample to ~80,000 reads per cell and integrated a well-characterized PBMC dataset from scArches for direct comparison^32^. Additionally, we performed an in silico scCLEAN depletion (see “Methods”) to compare the experimental depletion results.

**Fig. 2:**
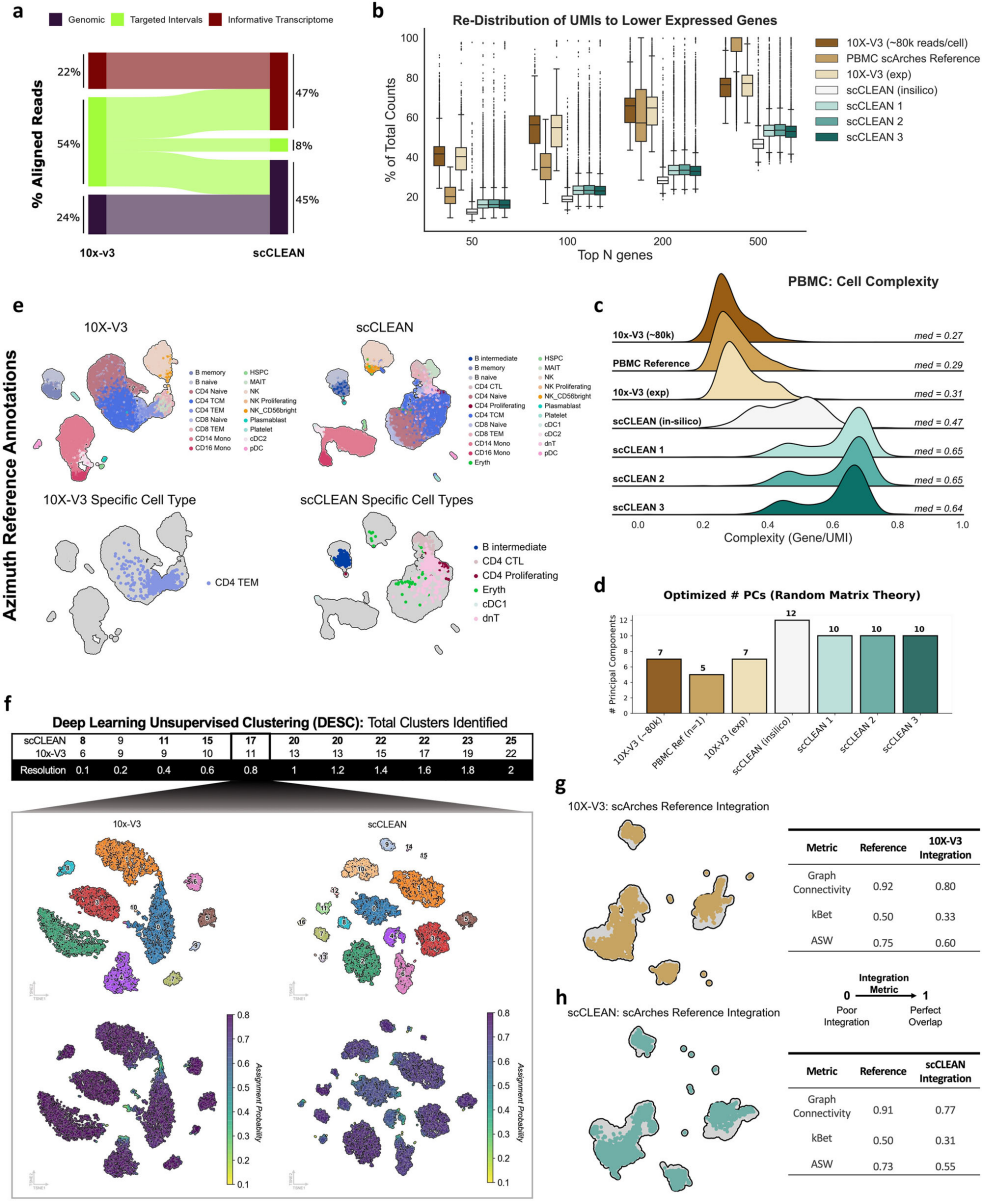
scCLEAN increases cell genetic complexity enhancing PBMC cell type characterization. **a** Sankey diagram illustrating the redistribution of the proportion of aligned reads from the standard 10x-V3 workflow (*left*) to the workflow incorporating scCLEAN (right) separated into three buckets. The ‘Genomic’ bucket (purple) represents non-targeted intergenic reads; “Targeted Intervals” bucket (green) represents reads from scCLEAN-targeted molecules; “Informative Transcriptome” bucket (red) represents reads aligned to the transcriptome excluding targeted molecules. Percentages of each bucket are shown. **b** Box plots displaying the distribution of UMIs (proportion of total) corresponding to the top 50, 100, 200, 500 expressed genes. Comparisons are between a PBMC sample sequenced to ~80,000 reads per cell (>3-fold deeper), an experimental 10x-V3 sample from the same batch, a PBMC reference atlas compiled from 3 publications using scArches, an in silico modeled scCLEAN condition assuming 100% read removal, and 3 technical experimental replicates of scCLEAN. **c** Ridge plots comparing the library complexity measured as the ratio of median genes to median UMIs per cell. **d** Comparative bar plots displaying the optimized number of principal components calculated via random matrix theory to represent the biological signal identified. One scArches dataset was selected to ensure an accurate comparison between samples representing a single batch. **e** UMAP plots illustrating the cell types detected from query-reference mapping using the Azimuth PBMC dataset; 10x-V3 *(left)* with scCLEAN *(right)*. 18 cell types with 1 uniquely identified within 10x-V3. 23 cell types with 6 uniquely identified within scCLEAN. **f** t-SNE clustering output derived from an unsupervised deep learning algorithm (DESC) iteratively spanning 11 different louvain resolutions starting with 0.1 and ending with 2 using 0.1 intervals. Representative t-SNE (*top*) clustering plots from a chosen resolution (0.8) showing 11 clusters in 10x-V3 and 17 clusters in scCLEAN with assignment probabilities shown below. **g**, **h** Metrics for integration accuracy from query-reference latent space projection using scArches. **g** UMAP plot for 10x-V3 (*left)* integration. Table for 10x-V3 (*right)* displaying integration metrics (graph connectivity, kBet, ASW). **h** Same as in (**g**), except showing metrics for scCLEAN.

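The UMIs of a cell were spread over more genes in scCLEAN. Ranked by abundance within each cell, the top 50 genes held 38.5% of the UMIs of the median cell in 10x-V3 and 17.2% in scCLEAN, and the top 100 genes 51.5% and 23.8%. For the top 200 genes the shares were 61.5% and 33.3%, and for the top 500 genes 74.2% and 52.6%. Mitochondrially encoded transcripts such as MT-CO2 went from 5.05% to 0.17% of all UMIs, ribosomal protein transcripts such as RPL13 from 26.7% to 1.71%, and NVG transcripts such as MALAT1 and B2M from 19.3% to 9.15%. With genes ranked over the whole library instead of within each cell, the top 200 genes held 55.4% of UMIs in 10x-V3 and 22.4% in scCLEAN. With each cell thinned to 1000 UMIs, the top 200 genes held 66.1% and 41.9%, after leaving out 253 cells of 10x-V3 and 209 of scCLEAN that were shallower.

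**Figure D1:**
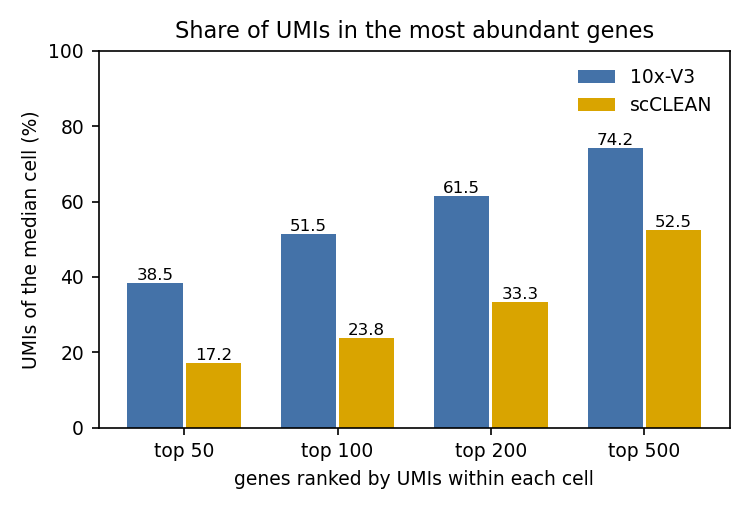
Share of UMIs (%, y axis) held by the 50, 100, 200 and 500 most abundant genes of each cell (x axis) in the median cell of the 10x-V3 library (blue) and the scCLEAN library (yellow). Each bar is the median over the cells of 1 library, with no error bar because there is no replicate, and the scCLEAN bars, from 17.2% to 52.6%, lie below the 10x-V3 bars at each number of genes.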

Interestingly, when sorted by relative abundance of UMIs, scCLEAN reduced the fraction of UMIs contributed by genes with high abundance, reallocating UMI counts to molecules with relatively lower abundance (Fig. 2b). For instance, the top 200 ranked genes by total molecules across all cells contributed to 33% of median counts in the experimental scCLEAN conditions, 28% in the in silico condition, and 58% in the experimental control 10x-V3 condition. Perhaps the most relevant finding is the lack of increased complexity when over-sequencing PBMCs to 80,000 reads per cell. Interestingly, the top 200 ranked genes in the deeply sequenced sample contributed to 61% of total UMIs, indicating that scCLEAN is necessary to improve coverage over lower abundance genes regardless of sequencing depth. This is further apparent when comparing experimental conditions only. 

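Cell types differed in how much of their RNA the panel covered, and depletion left similar shares of non-targeted transcripts in most of them. In 10x-V3, targeted genes held 69.2% of the UMIs of the median CD8 naive T cell and 68.9% of those of the median CD4 naive T cell, resting lymphocytes rich in ribosomal protein mRNA such as RPS12 and RPL10. The median share was 44.7% in CD14 monocytes, 47% in natural killer (NK) cells, 27.9% in plasmablasts, which make large amounts of immunoglobulin mRNA, and 20.5% in platelets. In scCLEAN the median share of targeted genes ranged from 3.43% in plasmablasts to 15.7% in CD4 naive T cells. Over all cells, non-targeted genes held 50.1% of the UMIs of the median cell in 10x-V3 (interquartile range 35.9% to 56.1%) and 88.2% in scCLEAN (85.7% to 89.9%), a ratio of 1.76. Counted over all UMIs of the library, the shares were 48.9% (exact binomial interval 48.91% to 48.94%) and 89% (88.96% to 88.98%). In the cells with a barcode in both libraries, non-targeted UMIs per cell were higher in scCLEAN in each of the 21 cell types with at least 10 such cells, by a median factor from 1.12 in erythroid cells to 1.20 in plasmablasts, and the number of non-targeted genes by a factor from 1.08 to 1.12. Cell types are those of the authors' deposited annotation, made on merged replicates, and the comparison rests on 1 library per condition.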

In the control 10x-V3 experimental condition, non-targeted genes (36,346) accounted for 39% of UMIs per cell, while scCLEAN more than doubled (2.4-fold) the fraction of UMIs per cell to 92% which cannot be achieved with deeper sequencing (Fig. 2b, Supplementary Fig. 5). Providing further evidence, we next compared the library complexity which is defined as the fraction of total unique genes per total UMIs for each cell. On average, for every 1000 UMIs that were counted per cell, scCLEAN treated samples recovered a median of 650 unique genes resulting in a >2-fold boost in complexity when compared to control samples (Fig. 2c). 

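Per UMI counted, more different genes were seen in scCLEAN, which did not hold over non-targeted genes alone. The median cell had 297 genes per 1000 UMIs in 10x-V3 and 597 in scCLEAN, a ratio of 2.01, over all 36601 genes listed. Over non-targeted genes alone, without transcripts such as RPLP1, MT-CO1 and MALAT1, the median cell had 674 genes per 1000 UMIs in 10x-V3 and 643 in scCLEAN, a ratio of 0.955. Genes per UMI fall as a cell is read more deeply, so cells were also thinned to a common depth. At 1000 UMIs per cell the median cell showed 539 genes in 10x-V3 and 781 in scCLEAN, a ratio of 1.45, and at 2000 UMIs per cell 919 and 1376 genes, after leaving out 465 and 515 shallower cells. With 1000 non-targeted UMIs per cell, the medians were 812 genes in 10x-V3 and 810 in scCLEAN, over cells left after removing 347 and 232 shallower ones. From the shares of non-targeted UMIs and the number of genes per UMI, the paper reasons that the targeted genes take up a large fraction of the UMIs of a single-cell library.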

Taken together, this further serves as evidence that the 255 genes primed for removal via scCLEAN contribute to a large fraction of UMIs in single-cell libraries. Furthermore, the enhanced biological resolution from scCLEAN cannot be recapitulated by sequencing more.

To confirm that scCLEAN-mediated reallocation directly translates to a greater separation of biological signal from noise, random matrix theory was employed to identify the optimized number of principal components. This method distinguishes between biologically relevant components and those associated with noise of a random matrix. scCLEAN increased the number of components included in secondary analysis from 7 in the 10x-V3 and deeply sequenced conditions to 10 (Fig. 2d). 

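The number of axes of variation above noise was lower in scCLEAN when ribosomal protein, mitochondrial and NVG transcripts were among the genes used, and close to that of 10x-V3, in either direction, when they were left out. Over all genes, 71 components (67 to 75 over 3 draws of 3000 cells) lay above noise in 10x-V3 and 51 (48 to 52) in scCLEAN. Without the 255 targeted genes, such as RPS27, MT-CO3 and B2M, the numbers were 44 (43 to 44) and 48 (47 to 48). With the 2000 most variable genes they were 17 and 15, and with each cell thinned to 1000 UMIs they were 53 and 32. With both the targeted genes left out and thinning, a setting chosen after the data were seen, they were 57 (52 to 57) and 55 (48 to 55). In the authors' deposited lists of variable genes, 150 of the 1163 genes listed for 10x-V3 (12.9%) were targets, among them 67 ribosomal protein genes and 82 NVG, and 0 of the 1028 listed for scCLEAN, with 902 genes in both lists. Whether targets were left out before the scCLEAN list was made is not known here. Some NVG stayed abundant in scCLEAN, as TMSB4X (42.6 UMIs per barcode) and TMSB10 (37.7), so the 0 may not come from depletion. A component was counted when its eigenvalue, from the correlation matrix of standardized log expression, exceeded the largest one after shuffling each gene over the cells. The random matrix tool named in the paper's methods was not run here, so the numbers belong to this measure, and the ranges show the draw of cells and not replicate error. On simulated counts with 1 group of cells this measure found 0 components, and with 6 groups it found 5. The simulated cells all had the same expected depth, so this check cannot show how differences in depth between cells bear on the numbers.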

Given that principal component analysis (PCA) is often used to extract biological heterogeneity for dimensionality reduction, optimally selecting for more PCs is indicative of greater relied variance, and hence greater observed biological variation between populations of cells. Collectively, these data illustrate that the enhanced biological resolution from scCLEAN cannot be recapitulated by deeper sequencing.

After confirming successful removal of scCLEAN-targeted regions and subsequent reallocation to the remaining transcriptome for greater biological signal, we next sought to characterize any potential bias by performing Cas9-mediated cutting in vitro. Given that off-target effects of any CRISPR/Cas9 method both in-vivo and in-vitro are well documented, we aimed to assess scCLEAN’s efficacy in downstream data interpretation^33,34^. 

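Over 36213 non-targeted genes, summed UMIs on the scale log10(UMIs + 1) had a squared Pearson correlation of 0.983 between 10x-V3 and scCLEAN, across genes, which are not independent replicates. Many of these genes have no UMI in either library. Over the 16947 genes with at least 10 UMIs in either library the value was 0.956. Most gene families of blood cells stood close to the median of all non-targeted genes in this pair of libraries. All 59 nuclear-encoded genes of the respiratory chain, which makes ATP in mitochondria, were above 0, with a median log2 ratio of 0.32 (COX6B1 0.40, UQCR11 0.45), and their median lay at percentile 95.7 of 10000 random lists of the same size matched on expression. All 10 MHC class II genes, which present antigen, were above 0 (median 0.34, percentile 93.2), with 0.43 for the invariant chain CD74 and 0.34 for HLA-DRA. Of 11 cytotoxic genes, 10 were above 0 (median 0.29, percentile 27), with 0.31 for GNLY and 0.29 for NKG7. In the further scCLEAN library of other cells, 3 of 11 were above 0 (median -0.40), with -0.51 for GNLY and -0.33 for NKG7. NK cells made up 12.7% of the named cells there and 23.5% in 10x-V3, so ratios in that library also carry a difference in cell composition. Of 30 lineage transcription factors 28 were above 0 (median 0.31, percentile 62), with 0.39 for ZEB2, which had -0.29 in the further library. Of 27 cytokine receptors 20 were above 0 (median 0.34, percentile 97.1), with 0.34 for IL7R and -0.31 for TNFRSF1B. Of 20 cytokines and chemokines 17 were above 0 (median 0.28, percentile 12.3), with 0.25 for LTB and -0.72 for CCL5. Interferon-stimulated genes had a median of 0.30 (12 of 16 above 0, percentile 43.4), immediate-early and stress genes 0.29 (12 of 15, percentile 28.3), checkpoint and co-stimulation genes 0.28 (15 of 16, percentile 27.2) and mitochondrial ribosomal proteins 0.29 (75 of 79, percentile 12.3). Paralogs of targeted genes, which may share reads and cut sites with them, had the median 0.27 at percentile 0.98 (41 of 47 above 0), with -0.26 for HNRNPA3. The standing of several lists differed in the further scCLEAN library: checkpoint genes (median 0.67) and immediate-early genes (0.53) lay above each random list there, MHC class II genes at percentile 99.5 (0.44), the respiratory chain at 99 (0.31), mitochondrial ribosomal proteins at 98.6 (0.29) and paralogs of targets at 83.4. With CPM over non-targeted UMIs, each of these medians was lower but stayed above 0, from 0.04 for paralogs of targets to 0.11 for MHC class II genes and cytokine receptors. The 3 S100 calgranulins of monocytes were split, with 0.38 for S100A12 and 0.12 for S100A9, the latter -0.11 with CPM over non-targeted UMIs, and S100A8 far below.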

We first generated a linear regression via pseudobulking UMI counts between 10X-V3 and scCLEAN and observed a high linear correlation coefficient (*r*^2^ = 0.96–0.97) indicating minimal global bias (Supplementary Fig. 6). Although the general patterns were preserved, specific gene comparisons from pseudobulk analysis highlighted outliers from the linear regression indicating potential off-target cutting from CRISPR/Cas9. To rule out the possibility that differences were not due to stochasticity or sampling variance, in silico removal was utilized to identify all genetic regions that were targeted with scCLEAN sgRNAs (see “Methods”). Of the entire transcriptome, 15 additional genes showed decreased counts in the in silico scCLEAN model relative to 10x-V3 (Log2FC < −0.1), indicating transcriptomic coordinate overlap to scCLEAN-targeted genes. 

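Humanin-like genes, nuclear copies related to mitochondrial 16S rRNA, showed the lowest ratios of all non-targeted genes with at least 200 UMIs in 10x-V3. MTRNR2L12 went from 15322 UMIs in 10x-V3 to 100 in scCLEAN (log2 ratio -7.24, exact interval -7.53 to -6.95) and MTRNR2L8 from 1932 to 23 (-6.37). S100A8, a calcium-binding protein of monocytes and neutrophils on chromosome 1 of GRCh38 from 153390032 to 153391073, went from 18.8 to 2.19 UMIs per barcode (-3.11), and EIF3F, a translation initiation factor subunit on chromosome 11 from 7970251 to 8001862, from 2.18 to 0.298 (-2.87). Other genes with the lowest ratios were HNRNPA1P48 (-5.55), a copy of the targeted HNRNPA1 that may share reads with it, HNRNPH2 (-5.52, from 2095 UMIs to 45), AC020656.1 (-5.08), TRBC2 (-4.55), a T cell receptor constant gene whose near-copy TRBC1 had 0.30, and C18orf32 (-4.54). MT-ATP8 and MT-ND6, mitochondrially encoded genes outside the panel, had log2 ratios of -2.86 and -0.71. MT-ATP8 (8366 to 8572 on the mitochondrial genome) overlaps the targeted MT-ATP6 (8527 to 9207) on the same strand. The immediate-early gene FOS had a log2 ratio of -0.68, which turned to 0.55 in the further scCLEAN library of other cells. In all, 636 of the tested non-targeted genes had a log2 ratio under -0.5 and 494 one over 0.5. Among the highest were IGHA2 (1.48), the Fc receptor-like gene FCRL1 (1.31), MIR4435-2HG (1.10), IGHG2 (1.08), FKBP2 (1.05) and ARF5 (1.03). In the further scCLEAN library, of 11786 barcodes against 6018, IGHA2 had 1420 UMIs against 1621 here. FCRL1 had 2185 UMIs there against 646 here, MIR4435-2HG 2253 against 1397 and IGHG2 3446 against 1862. For FKBP2 the sums were 1032 and 715, and for ARF5 12226 and 6440. These sums are not divided by barcodes, and per barcode only FCRL1 was higher there than here. The count over 0.5 was 88 with CPM over non-targeted UMIs and 11505 with CPM over all UMIs. The count under -0.5 also depends on the choices made: it was 283 with CPM over all UMIs, 904 with CPM over non-targeted UMIs, 1211 with a minimum of 10 UMIs and 354 with a minimum of 200, and FOS and MT-ND6 were no longer under it with CPM over all UMIs. Of 12486 simulated genes left unchanged, 5 fell under -0.5, in a simulation of this comparison over 12686 genes in which all 50 genes lowered to 0.5-fold were found. TRBC2, HNRNPA1P48, the humanin-like genes and the immunoglobulin genes, which have near-identical copies, are uncertain where the authors' alignment could move reads between copies. The study chose MTRNR2L12, S100A8 and EIF3F on these samples, and from their lack of overlap with targeted coordinates the paper reasons that they were cut through similarity to the guide library.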

In the experimental scCLEAN condition, nine genes had fewer counts relative to 10x-V3 (Log2FC < −0.5), and of those genes, MTRNR2L12, S100A8, and EIF3F were not found to have overlapping transcriptomic coordinates from the in silico model, indicating off-targets resulting from sequence similarity to the sgRNA library. 

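Most of the genes low in scCLEAN were also low in the further scCLEAN library. Of the 636 non-targeted genes with a log2 ratio under -0.5, 583 (91.7%) were under -0.5 there too, in a total of 1162 such genes, as were 4.80% of the other tested genes. The further library counted 32 UMIs of MTRNR2L12, 17447 of S100A8 and 3250 of EIF3F, against 13162 of S100A8 and 1796 of EIF3F in the first scCLEAN library, over 11786 and 6018 barcodes. HNRNPH2 had 40 UMIs there, TRBC2 981 and C18orf32 178. The cells of the further library are other cells, since nearly all of its barcodes differ, and both comparisons use the same 10x-V3 library, so part of the overlap may come from that shared library. The other technical replicates of the paper were not analysed here, and the sharing is between 2 libraries.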

For the 9 genes with reduced counts, 8 were shared across three technical replicates indicating that the unexpected cutting from scCLEAN is minimal across samples and can thus be removed from downstream analysis (Supplementary Fig. 6).

### scCLEAN improves immune cell type identification and functional characterization

After applying multiple orthogonal methods to showcase an increase in the signal to noise ratio, we next sought to assess the performance of scCLEAN on cell clustering and subsequent cell-type identification. To do so, we proceeded with standard data preprocessing, normalization, PCA, k-nearest neighbor clustering, and finally dimensionality reduction for uniform manifold approximation and projection (UMAP) visualization (see “Methods”). 

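The names B intermediate, CD4 Proliferating, Eryth, cDC1 and dnT stand for B cells between naive and memory states, dividing CD4 T cells, erythroid cells, a rare cross-presenting dendritic cell and T cells with neither CD4 nor CD8, and cells named Eryth, CD4 Proliferating and cDC1 carried the matching marker RNA in 10x-V3 as well. In the authors' deposited annotation, the 10x-V3 library has 5012 named cells of 18 types and the scCLEAN library 5039 of 23 types, and of 4963 cells named in both, 4435 (89.4%, exact binomial interval 88.5% to 90.2%) have the same name. The scCLEAN library has 53 B intermediate cells (1.05%), 13 CD4 Proliferating cells (0.258%), 47 Eryth cells (0.933%), 7 cDC1 cells (0.139%) and 68 dnT cells (1.35%). The 10x-V3 library has 0 of 5012 cells under each of these names. Under the same barcodes in 10x-V3, all 13 CD4 Proliferating cells were named CD4 TCM and all 7 cDC1 cells cDC2, of the B intermediate cells 51 were named B memory and 2 B naive, and of 46 Eryth cells 28 were named CD4 Naive and 18 NK. Of 64 dnT cells, 54 were named CD4 TEM and 8 CD4 TCM. HBB, the beta chain of hemoglobin, had a mean of 1375 UMIs per cell (median 603) in 10x-V3 in the cells named Eryth in scCLEAN. The mean was 0.564 in other cells of the same 10x-V3 names, and 1558 in scCLEAN in the Eryth cells. HBA1 and HBA2 had UMIs in 10x-V3 in all 46 of these Eryth cells, and ALAS2, another erythroid marker, in 7. MKI67, a gene of dividing cells, had 14.2 UMIs per cell in 10x-V3 in the CD4 Proliferating cells and 0.00662 in other CD4 TCM cells, and 17.2 in scCLEAN. CLEC9A, a receptor of cDC1 cells, had 14.6 UMIs per cell in 10x-V3 in the cDC1 cells and 0.026 in other cDC2 cells, and 17 in scCLEAN, with 3.71 for XCR1 in the former and 0 UMIs in the latter. GZMK was 6.82 times higher in 10x-V3 in the dnT cells than in other cells of the same names, and CD8A stood at 0.0625 UMIs per cell (4 UMIs in all) against 0.196. TRDC was 1.17 times as high (0.529 to 2.27), with all of its 9 UMIs in 1 dnT cell. B intermediate cells had 1.06 UMIs of IGHD per cell in 10x-V3 and other cells of the same names 4.96, with 8.62 and 7.04 UMIs of MS4A1 and 14.2 and 14.8 of IGHM. The authors' merged lists, over all their replicates, hold 270 B intermediate, 52 CD4 Proliferating, 136 Eryth, 22 cDC1 and 405 dnT cells in 20097 scCLEAN cells, and none in 20275 cells of 10x-V3. Clusters of each library named with fixed markers gave 13 names in 10x-V3 and 14 in scCLEAN, both with an erythroid-like and a proliferating-like cluster.

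**Figure D2:**
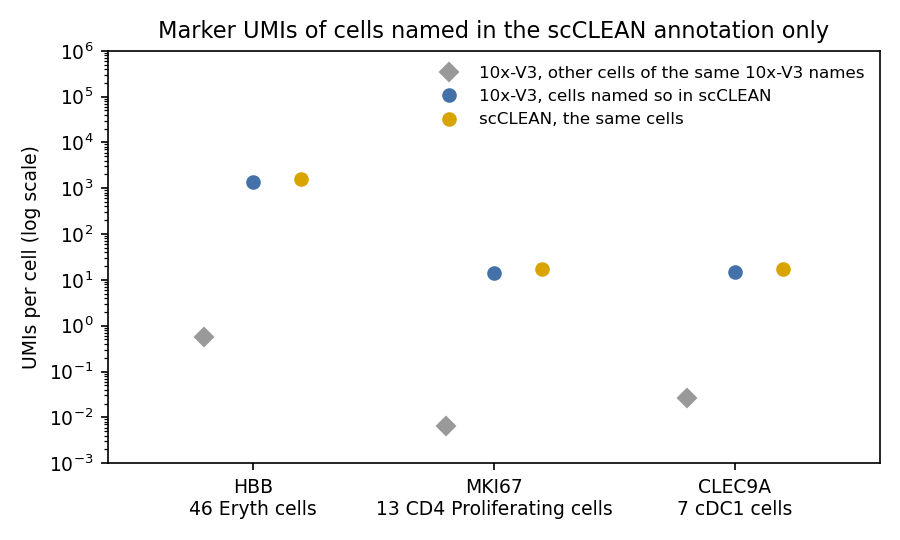
UMIs per cell (log axis) of HBB in 46 Eryth cells, MKI67 in 13 CD4 Proliferating cells and CLEC9A in 7 cDC1 cells, all named so in the scCLEAN annotation only. Blue points are these cells in 10x-V3 (1375, 14.2 and 14.6), yellow points the same cells in scCLEAN (1558, 17.2 and 17) and grey diamonds other cells of the same 10x-V3 names (0.564, 0.00662 and 0.026), each a mean over the cells of 1 library.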

For unsupervised reference-to-query label transfer, we leveraged a PBMC (Azimuth) reference atlas, consisting of ~500k cells. scCLEAN resolved 5 additional cell types: B intermediate, CD4 Proliferating, Erythrocyte, cDC1, and dnT^35^. Interestingly, one cell type was discordant between the two conditions, CD4 TEM in the 10x-V3 condition and CD4 CTL in the scCLEAN condition (Fig. 2e). 

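The CD4 TEM label of 10x-V3, effector memory CD4 T cells, did not pass to one label in scCLEAN. The 10x-V3 library has 142 CD4 TEM cells (2.83% of named cells) and the scCLEAN library 0 of 5039. Of 141 CD4 TEM cells with a name in both libraries, 80 (56.7%) were named CD8 TEM in scCLEAN, 54 (38.3%) dnT, 4 MAIT, 3 CD4 TCM and 0 CD4 CTL. The scCLEAN library has 6 CD4 CTL cells, cytotoxic CD4 T cells, and the 5 of them with a name in 10x-V3 were all CD8 TEM there. CD8 TEM cells numbered 79 in 10x-V3 and 158 in scCLEAN. In the authors' merged lists, CD4 TEM has 843 of the 10x-V3 cells (4.16%) and CD4 CTL 186 of the scCLEAN cells (0.925%). The names are the authors', given to clusters of merged replicates, so cells of 1 library can change name with the cells of the others.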

In the 10x-V3 control, 32% of cells in the cluster were labeled as CD4 TEM, whereas with scCLEAN, 77% of cells in the cluster were labeled as CD4 CTL, indicating >2-fold higher confidence in the correct annotation of this cell type with scCLEAN (Supplementary Fig. 8). Lastly, we leveraged an orthogonal unsupervised deep learning method, which utilizes a deep embedding algorithm that iteratively optimizes a clustering objective function, thus identifying the proper number of clusters as opposed to cell types^36^. Given the full spectrum of the user defined resolution parameter, scCLEAN consistently identified between 2 and 7 additional clusters while maintaining high confidence in cluster assignment (Fig. 2f). 

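PBMCs formed slightly more clusters in scCLEAN at most resolutions, and both libraries held clusters named by the markers of naive T cells (CCR7, LEF1), NK cells (NKG7, GNLY), monocytes (LYZ, VCAN), B cells (MS4A1), platelets (PPBP) and erythroid cells (HBB). At the lowest resolution both libraries gave 8 clusters, at 0.4 there were 11 in 10x-V3 and 14 in scCLEAN, at 0.8 there were 15 and 17, and at 2.0 there were 24 and 25. Over the 11 resolutions, scCLEAN had more clusters at 9, fewer at 1 (18 against 19 at 1.2) and the same number at 1, with differences from -1 to 3 and a median of 1. Ranges over seeds overlapped at 1.2 (17 to 20 in scCLEAN, 18 to 19 in 10x-V3), as at several resolutions with more clusters in scCLEAN. Without the 255 targeted genes, which include RPS27, MT-CO3 and MALAT1, scCLEAN had more clusters at 5 resolutions, fewer at 3 and as many at 3. With each cell thinned to 1000 UMIs it had 1 to 3 more at all 11. Each value is the median of 3 seeds of Leiden clustering of 4000 cells per library on 30 components, since the deep embedding tool of the paper was not run here, and counts of clusters have no replicate error.

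**Figure D3:**
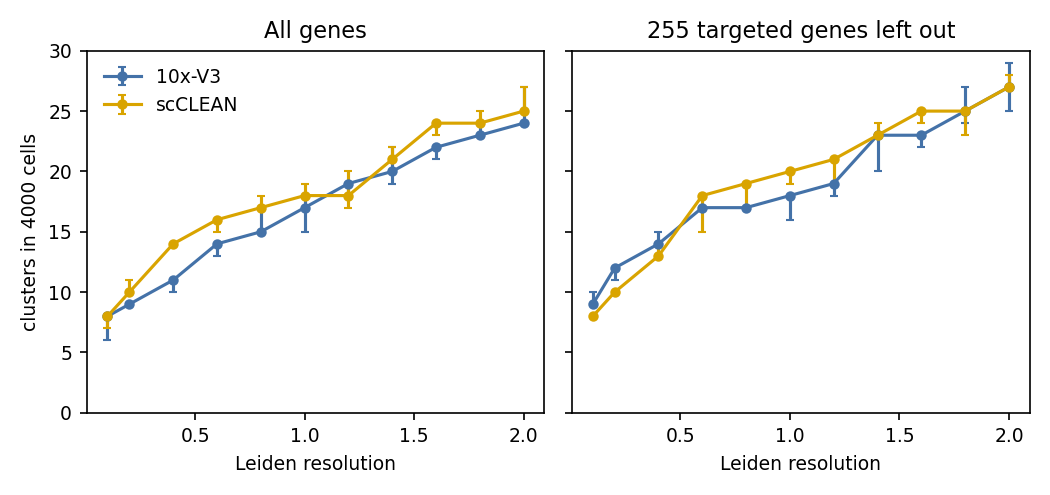
Number of Leiden clusters (y axis) in 4000 cells of the 10x-V3 library (blue) and the scCLEAN library (yellow) by resolution (x axis), with all genes (left) and with the 255 targeted genes left out (right). Points are medians and bars the range over 3 seeds, and the lines cross in both panels, with 19 and 18 clusters at resolution 1.2 with all genes.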

Multiple independent methods for cell clustering and annotation support scCLEAN’s utility for the characterization of heterogeneous biology and cell-type identification.

In addition to cell label transfer, it is becoming a larger effort to integrate multiple experimental batched samples within the same latent space of consortium atlases^37^. Since scCLEAN shifts the library composition to lesser abundant genes, we utilized transfer learning framework scArches to confirm scCLEAN libraries can still be properly embedded into the latent space of a previously compiled PBMC reference atlas^32^. Because scArches uses a neural network model trained on single-cell counts data from biologically relevant genes only, we hypothesized that scCLEAN-generated counts data would efficiently integrate due to a higher observed signal of biologically relevant genes. Additionally, we leveraged the treeArches framework via scArches to generate cell type hierarchy trees to assess label transfer performance in addition to latent space integration (Supplementary Fig. 9) As expected, we observed no difference in the mapping efficiency into the latent space, and a negligible decrease in the integration performance according to 3 separate metrics (kBET, ASW, graph connectivity) (Fig. 2g, h)^38,39^. We underscore scCLEAN provides additional cell type resolution with no prohibitive effect on reference atlas integration.

### scCLEAN enhances single-cell transcript isoform quantification within PBMCs

To illustrate scCLEAN’s applicability to third-generation sequencing, we applied the scCLEAN method to Pacific Biosciences’ (PacBio) MAS-seq, a high-throughput single-cell library preparation method from droplet-generated cDNA (10x-V3)^40^. For MAS-seq analysis, we generated three technical sequencing replicates for both the 10x-V3 and scCLEAN conditions from 10,000 cells obtained from a single healthy donor. While in the second-generation sequencing application, scCLEAN is employed after fragmentation and Illumina adapter ligation, scCLEAN is applied to full-length cDNA prior to entering the MAS-Seq library preparation, further exemplifying the versatility of scCLEAN to various dsDNA intermediates (see “Methods”). 

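Full-length cDNA of PBMCs was read by MAS-Seq, which joins cDNA molecules into long arrays for PacBio sequencing, in 3 sequencing runs of 10x-V3 and 3 of scCLEAN. The runs of a condition are repeat runs of 1 cDNA pool, so they count as 1 replicate. A range over runs shows variation between readings of that pool, in sequencing or in processing, and no replicate error. For some abundant genes it was far beyond counting error, as for TMSB4X (log2 ratio -1.48 to 3.93 by run), and its source was not tested. Each 10x-V3 run holds 10203 to 10209 barcodes and 7465614 to 8390490 UMIs, and each scCLEAN run 9847 to 9865 barcodes and 9025664 to 9662456 UMIs. The median barcode had 559 to 638 UMIs in the 10x-V3 runs and 650 to 697 in the scCLEAN runs. A total of 9692 barcodes stand in all runs of both conditions, 99.2% of the 9765 barcodes in all scCLEAN runs. The authors segmented the arrays, removed duplicates by UMI, classified the transcripts on GRCh38 and deposited whole gene counts per barcode. Their tool leaves out mitochondrial and ribosomal genes, and 0 genes of these panels are listed here, so of the targets only the NVG could be measured. Names that join several genes held 3.54% of UMIs in 10x-V3 and 1.76% in scCLEAN (mean of 3 runs), and joined names with a target were counted as targeted. Genes that also stand in a joined name were left out of the counts of genes and lists, and S100A8 and B2M, which are such genes, are named with this limit. For single genes, UMIs were summed over the runs and divided by the summed barcodes, and since a molecule may be read in more than one run, exact Poisson intervals on the sums are too narrow and cover counting error only. The label of the scCLEAN runs was checked by the targets, and no test between conditions was made.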

A single pool of full-length cDNA was split and carried through with MAS-seq method alone or in combination with scCLEAN, thus enabling a direct cell-to-cell comparison of scCLEAN performance on the cell-barcoded cDNA (Fig. 3a). Comparable to the short-read results (Fig. 2a), scCLEAN reallocated reads to the non-targeted informative transcriptome resulting in an ~2.5-fold increase (Fig. 3b). When filtering for non-targeted genes only, the additional coverage led to a significant increase in transcript quantification associated with incomplete-splice-match (ISM), novel-in-catalog (NIC), and novel-not-in-catalog (NNIC) outputs from SQANTI3 (Fig. 3c). We then collapsed the transcript-level counts into gene-level counts to generate a gene x cell matrix for downstream analysis. After generating matrices, we evaluated the distribution of UMI counts associated with non-targeted genes and found that scCLEAN significantly boosted the median UMIs and median genes detected per-cell (Fig. 3d and Supplementary Data 4). These improvements were a direct result of reallocating UMIs from scCLEAN-targeted genes toward less abundant transcripts (Supplementary Fig. 10). 

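PBMCs showed more non-targeted UMIs and genes per cell with scCLEAN in every run. The median cell had 369 to 405 non-targeted UMIs in the 3 runs of 10x-V3 and 606 to 646 in those of scCLEAN, a ratio of 1.62 between the means of the runs (1.60 to 1.65 run by run). The median number of non-targeted genes was 327 to 356 in 10x-V3 and 503.5 to 530 in scCLEAN, a ratio of 1.51. Over all listed genes, NVG such as EEF1A1 and TPT1 included, the ratios were 1.12 for UMIs and 1.32 for genes. With each cell thinned to 300 UMIs of all listed genes, the median was 181 genes in 10x-V3 and 253 in scCLEAN (mean of the runs), after leaving out 394 and 265 shallower cells per run. With 300 non-targeted UMIs per cell it was 270.3 and 271 genes, leaving out 2533 and 299 cells, a measure near its ceiling since most UMIs of such a cell are each from another gene. Ranges over runs did not overlap for non-targeted UMIs and genes per cell before thinning, but runs of 1 pool give no replicate error.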

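Most NVG transcripts were lower with scCLEAN in MAS-Seq, and transcripts of the nuclear-encoded respiratory chain and of the mitochondrial ribosome were further up than those of most other genes. Targeted genes held 30.5% to 33.5% of UMIs in the runs of 10x-V3 and 6.83% to 7.46% in those of scCLEAN, and the NVG were 3.52-fold lower (exact interval 3.51 to 3.52). Of 147 NVG with at least 50 UMIs in 10x-V3, 129 had a log2 ratio under -1, with -5.34 for EEF1A1 (-7.71 to -4.77 by run), -4.30 for TPT1, -4.25 for FTL, -3.94 for ACTB, an actin of the cytoskeleton, and -4.17 for B2M, part of a joined name. TMSB10 (1.40) and EIF4A1 (0.82, from 0.30 to 2.72 by run) lay above 0, as did FTH1 (0.15, but -0.60 with CPM over non-targeted UMIs), and TMSB4X went from -1.48 to 3.93 and JUND from -1.60 to 2.79 by run, so no direction is given for them. Of 9565 non-targeted genes tested, 85.1% had a log2 ratio above 0, with a median of 0.65, which moved to -0.10 with CPM over non-targeted UMIs, where 41.4% lay above 0. The 43 measured respiratory chain genes had a median of 1.38 (42 above 0), above each of 10000 random lists matched on expression, with 1.54 for COX5B and 1.40 for UQCR11, and the 60 mitochondrial ribosomal proteins had 1.12 (53 above 0, above each random list), with 1.52 for MRPS24 and 1.29 for MRPS21. Both stayed above 0 with CPM over non-targeted UMIs, at 0.63 and 0.37, and the 57 mitochondrial ribosomal proteins tested in both assays (chosen after seeing the data) had 1.22 in MAS-Seq. The 9 cytotoxic genes had a median of 1.04 (percentile 87.3), with 1.34 for GNLY. The 2 MHC class II genes measured, CD74 and HLA-DRA, had 0.92 (percentile 62.4, with HLA-DRA from 0.67 to 1.29 by run), and the cytotoxic and MHC class II lists stayed above 0 under that scaling. Interferon-stimulated genes (0.67, percentile 35.9, ISG15 1.59), cytokines and chemokines (0.67, percentile 58.1), lineage transcription factors (0.59, percentile 25.4), paralogs of targets (0.56, percentile 6.69), cytokine receptors (0.48, percentile 5.23) and checkpoint genes (0.37, percentile 7.32) all turned negative with CPM over non-targeted UMIs. Immediate-early and stress genes, which respond to stimulation within minutes to hours, had a median of -0.09 (percentile 0.01), 7 of 12 below 0, and -0.84 under the other scaling, with -0.57 for FOS and -5.29 for the chaperone gene DNAJB1 (-7.23 to -4.82 by run). In all, 677 tested genes had a log2 ratio under -0.5, with -5.17 for HNRNPH2 (-7.39 to -3.59 by run), -5.09 for C18orf32 (-6.76 to -4.40 by run) and -2.92 for EIF3F, while S100A8 had -2.40 as part of a joined name. S100A9 was also under it in MAS-Seq, at -1.31 (-1.38 to -1.18 by run), while S100A12 had 1.53. The median of these 2 S100 genes, 0.11, thus describes neither. Of 8056 genes tested in both assays, 109 were under -0.5 in MAS-Seq and in the short reads, where independent lists of these sizes would share 11.2. Under -0.5 in each of the 3 runs were 339 genes, and CPM over non-targeted UMIs gave 2271, so the count depends on the run and on the scaling. From these counts, the paper states that UMIs were reallocated from the targeted genes to less abundant transcripts.

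**Figure D4:**
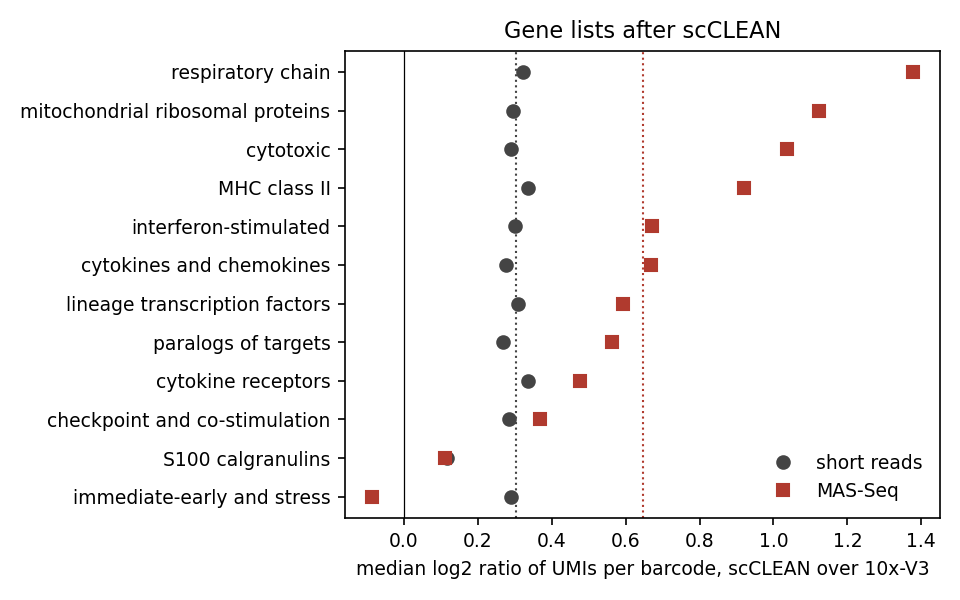
Median log2 ratio of UMIs per barcode (x axis), scCLEAN over 10x-V3, for 12 gene lists (y axis) in the short reads (grey circles) and in MAS-Seq (red squares). The S100 point of MAS-Seq is the median of 2 genes, S100A9 (-1.31) and S100A12 (1.53), and that of the short reads of 3. Dotted lines mark the median of all tested non-targeted genes (0.30 and 0.65), the solid line marks 0, and with CPM over non-targeted UMIs the MAS-Seq medians of all lists from interferon-stimulated genes downward, and the short-read median of S100 calgranulins, lie below 0.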

We next sought to evaluate the collapsed gene-level information obtained from third-generation sequencing in clustering performance when comparing scCLEAN to the experimental control. Again, leveraging unsupervised label transfer using the same Azimuth PBMC reference as before, three additional cell types were annotated in the scCLEAN condition: cDC1, NK proliferating, and CD4 proliferating when compared to the control (Fig. 3e)^35^. Interestingly, in both the second and third-generation sequencing applications, cDC1 and CD4 proliferating cells were only identified with scCLEAN. There was one cell type whose annotation was incompatible between conditions, labeled as CD8 TEM with 10x-V3 and CD4 CTL with scCLEAN (Fig. 3e). For both labels, the confidence in the annotation was low (<40%), indicating a heterogeneous cluster causing a switch in the classification (Supplementary Fig. 11). Because we collapsed the transcript-level counts to the gene-level for dimensionality reduction, we focused on elucidating transcript-level isoform coverage of marker genes leading to the successful classification of rarer cell types. Specifically for the cell type annotated cDC1, we highlight BTLA and ENPP1 which are known marker genes for cDC1^41,42^ (Fig. 3f). For both BTLA and ENPP1, scCLEAN facilitated full-length exon coverage (read depth > 2) without necessitating deeper sequencing. 

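BTLA and ENPP1 are read here as gene counts over all cells of the MAS-Seq runs, while exon coverage and the cells labelled cDC1 were not analysed here. BTLA, an inhibitory receptor of lymphocytes and dendritic cells on chromosome 3 of GRCh38 from 112463966 to 112499472, had 437 UMIs (exact Poisson interval 397 to 480) in the summed runs of 10x-V3 and 565 (519 to 614) in those of scCLEAN. This is 14.3 and 19.1 UMIs per 1000 barcodes, a log2 ratio of 0.42 (0.24 to 0.60), with values from 0.25 to 0.53 by run. ENPP1, an enzyme that hydrolyzes extracellular nucleotides, on chromosome 6 from 131808016 to 131895155, had 16 UMIs (9.14 to 26) in 10x-V3 and 53 (39.7 to 69.3) in scCLEAN, a log2 ratio of 1.78 (0.95 to 2.68). CLEC9A, another cDC1 marker, had 119 and 158 UMIs. The ratio of BTLA lies below the median of all non-targeted genes, and is -0.33 with CPM over non-targeted UMIs, while that of ENPP1 lies above it, and both rest on few molecules.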

Importantly, for these marker genes, the MAS-Seq method alone was unable to generate meaningful exon coverage. 

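COX5A, a nuclear-encoded subunit of cytochrome c oxidase on chromosome 15 of GRCh38 from 74919791 to 74938083, had 6047 UMIs in the summed runs of 10x-V3 and 16779 in those of scCLEAN. This is 197.5 and 567.5 UMIs per 1000 barcodes, a log2 ratio of 1.52 (exact Poisson interval 1.48 to 1.57), with values from 1.47 to 1.56 by run. With CPM over non-targeted UMIs it was 0.77, and in the short reads COX5A had a log2 ratio of 0.30. The ATP synthase subunits ATP5F1A and ATP5F1B, also nuclear-encoded and outside the panel, had 0.39 and 0.44 in MAS-Seq, and turned to -0.36 and -0.31 with CPM over non-targeted UMIs. The mitochondrially encoded subunits MT-CO1, MT-CO2 and MT-CO3 are not listed in the MAS-Seq counts and were measured in the short reads only, where all targeted mitochondrial genes were lower.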

We would also like to highlight the increase in read depth coverage for COX5A, a nuclear-encoded mitochondrial electron transport chain subunit, which showcases scCLEAN’s specificity for mitochondrially-encoded transcripts while leaving the nuclear-encoded mitochondrial counterparts unperturbed. The benefit of reallocating reads to less abundant molecules in third-generation sequencing applications underscores scCLEAN’s ability to improve both high-level gene counts detection and lower-level exon coverage of biologically relevant transcripts.

**Fig. 3:**
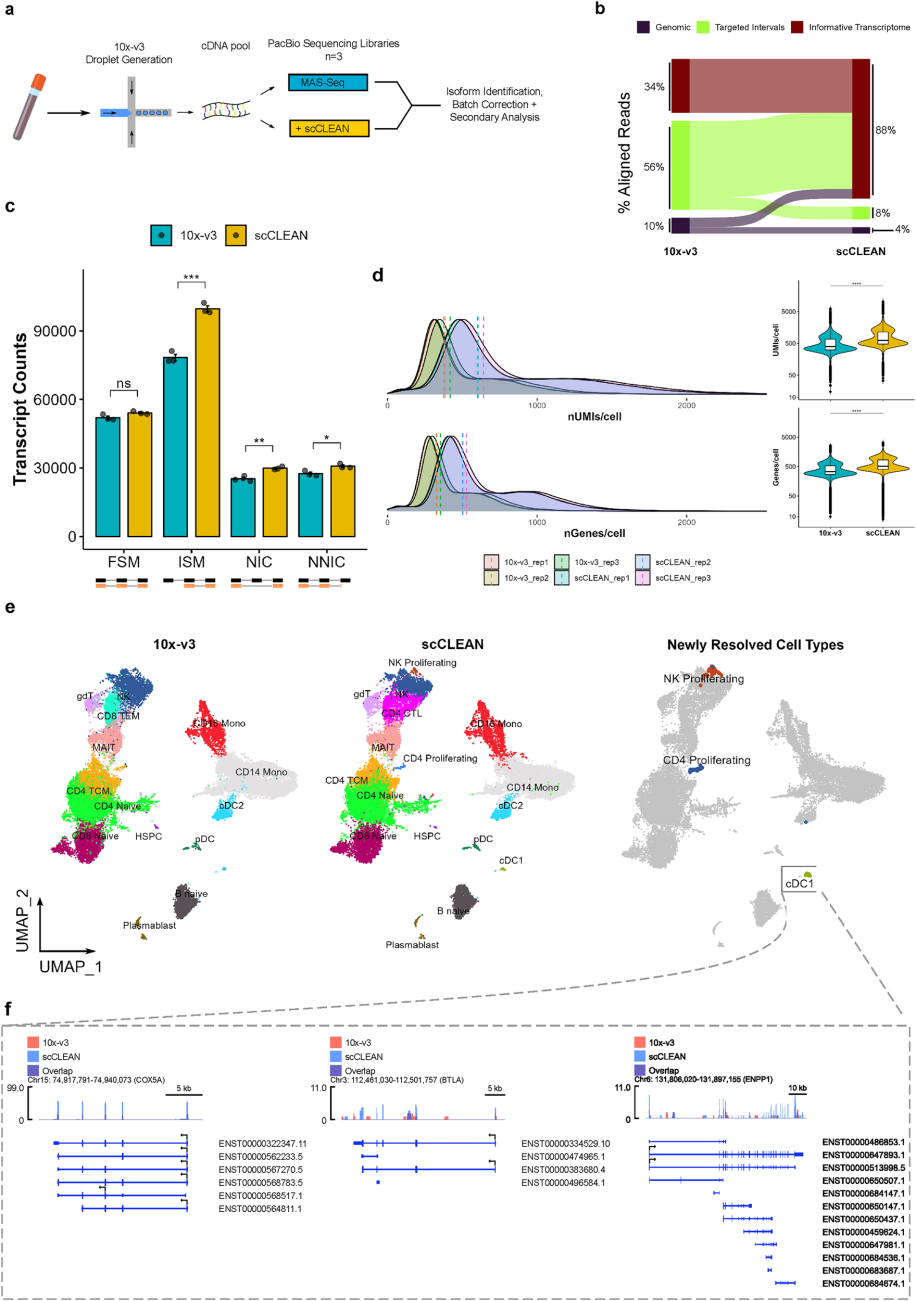
scCLEAN improves immune cell type characterization with single-cell MAS-Seq. **a** Schematic illustrating experimental workflow to incorporate scCLEAN into the MAS-Seq method. An amplified barcoded-cDNA pool generated with the 10X Genomics Chromium Controller was split and processed with MAS-Seq alone or in combination with scCLEAN (**b**) Sankey diagram as in Fig. 2a, except showing the flow from the MAS-seq method alone (*left*) to MAS-Seq with scCLEAN (*right*). **c** Transcripts aligning to the 255 gene panel were masked and the subsequent total number of identified transcript counts were binned into four categories via SQANTI3: full splice match (FSM), incomplete splice match (ISM), novel-in-catalog (NIC), and novel-not-in-catalog (NNIC). Differences in transcript quantities between 10x-V3 (blue) and scCLEAN (yellow) for each category were measured using a two-tailed *t*-test (*n* = 3; ns = *p* > 0.05, * = *p* ≤ 0.05, ** = *p* ≤ 0.01, *** = *p* ≤ 0.001). Error bars represent ±SEM. **d** Transcripts aligning to the 255 gene panel were masked and (*left*) histograms of the shift in distributions of UMIs per cell and genes per cell comparing 10x-V3 and scCLEAN are shown. (*right*) Violin plots of UMIs per cell and genes per cell. Each replicate (*n* = 3) is shown. Significance was quantified using a two-tailed Wilcoxon rank-sum test with Bonferroni correction (**** = *p* ≤ 0.0001). **e** UMAP plots representing the query-to-reference labels using the Azimuth PBMC reference. Comparison between 10x-V3 (*left*), scCLEAN (*middle*), and the cell types uniquely identified within scCLEAN (*right*). **f** Cells labeled as cDC1 within the scCLEAN condition were selected and treated as bulk. Track plots indicate read coverage over top 3 cDC1 markers (*COX5A*, *BTLA*, and *ENPP1*) comparing 10x-V3 (red), scCLEAN (blue), and overlap (purple). Ensembl transcript IDs are annotated below. Box plots depict the minimum, first quartile (Q1), median, third quartile (Q3), and maximum values for each group. Whiskers extend to the minimum and maximum values within 1.5 × IQR from the quartiles. Detailed statistical values are available in Supplementary Data 4.

### scCLEAN differentiates phenotypic states in cardiovascular smooth muscle cells

While scCLEAN greatly improves the analysis of PBMCs which are a well-characterized heterogeneous mixed population of cells, we next applied the method to a homogenous cell population notorious for transitioning phenotypically between many functional states^43–47^. VSMCs are regularly studied to understand the pathogenesis of cardiovascular disease; but it is unclear to the extent these cell types exhibit phenotypic plasticity under various environmental conditions, especially when compared between coronary and pulmonary origins. Given an individual cell type population was isolated, we transitioned our focus from cell type classification of heterogeneous samples to other methods of parsing biological processes. We hypothesized that VSMCs isolated from coronary and pulmonary arteries represent distinct cell state lineages that can be traced to understand potentially underlying biological processes that control disease progression as it pertains to cardiovascular disease^48^. Furthermore, we hypothesized that scCLEAN would illuminate previously obscured biological processes given its ability to garner more insight from less abundant transcripts.

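Vascular smooth muscle cells (VSMCs), the contractile cells of the artery wall, of coronary and pulmonary arteries from 4 matched donors are represented here by lists of cell barcodes, and their expression was not analysed here. Barcodes of 8 libraries per condition, 16 in all, come from aggregated lists of 10x-V3 and scCLEAN, 94049 barcodes together. The authors called the barcodes as cells with Cell Ranger and joined the libraries of a condition, and the number at the end of a barcode was read as the row of the deposited table of joined libraries, which is Cell Ranger's convention. The 10x-V3 libraries hold 3170 to 8956 barcodes and the scCLEAN libraries 2684 to 7379. Of the scCLEAN barcodes, 44729 (99.8%, and 99.7% to 99.9% per library) also stand in the 10x-V3 library of the same donor and artery, so both conditions read the same cells. Barcodes were counted per library and compared between arteries on the log2 scale, with donors as replicates. The depth of these libraries in reads or UMIs was not used here.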

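Coronary and pulmonary VSMCs were present in about equal numbers. In 10x-V3, coronary VSMCs made up 25297 of 49244 barcodes (51.4%, exact binomial interval 50.9% to 51.8%) and pulmonary VSMCs 48.6%. In scCLEAN coronary VSMCs made up 22260 of 44805 (49.7%, 49.2% to 50.1%) and pulmonary VSMCs 50.3%. These intervals cover counting error over pooled barcodes only, and not the spread between donors. A coronary library of 10x-V3 held 6324 ± 1920 barcodes (SD, n = 4 donors) and a pulmonary library 5987 ± 1912, and in scCLEAN the numbers were 5565 ± 1541 and 5636 ± 1989. The mean log2 difference, coronary minus pulmonary, was 0.10 in 10x-V3 (two-sided exact permutation test, p = 0.8286, n = 4) and 0.03 in scCLEAN (p = 0.886, same exact test, n = 4), smaller than the spread between donors, with SDs of the differences within donors of 0.71 and 0.84. Coronary VSMCs outnumbered pulmonary VSMCs in 2 of 4 donors in either condition. Leaving out 1 of the 4 donors turned the difference to -0.20 in 10x-V3 and to -0.35 in scCLEAN. The number of barcodes in scCLEAN was 0.824 to 0.985 times that in 10x-V3 per library (median 0.935), and this ratio did not separate the arteries (two-sided exact permutation test, p = 0.257, n = 4).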

VSMCs from four matched healthy donors isolated from both coronary and pulmonary arteries, representing 49% and 51% of the total cell population, respectively, underwent 10×3’ v3.1 droplet generation to create 16 cDNA pools (Fig. 4a). Again, as previously done with the PBMCs, each cDNA pool was split and processed with the standard v3.1 method alone (10x-V3) or with the addition of scCLEAN and sequenced on an Illumina instrument. Initial scCLEAN performance metrics compared similarly to those observed in PBMCs, successfully reallocating 35% of aligned reads which increased the number of informative transcriptomic reads by 58% and increased the proportion of informative UMIs from 66% to 95% (average across 8 samples) (Supplementary Fig. 12).

**Fig. 4:**
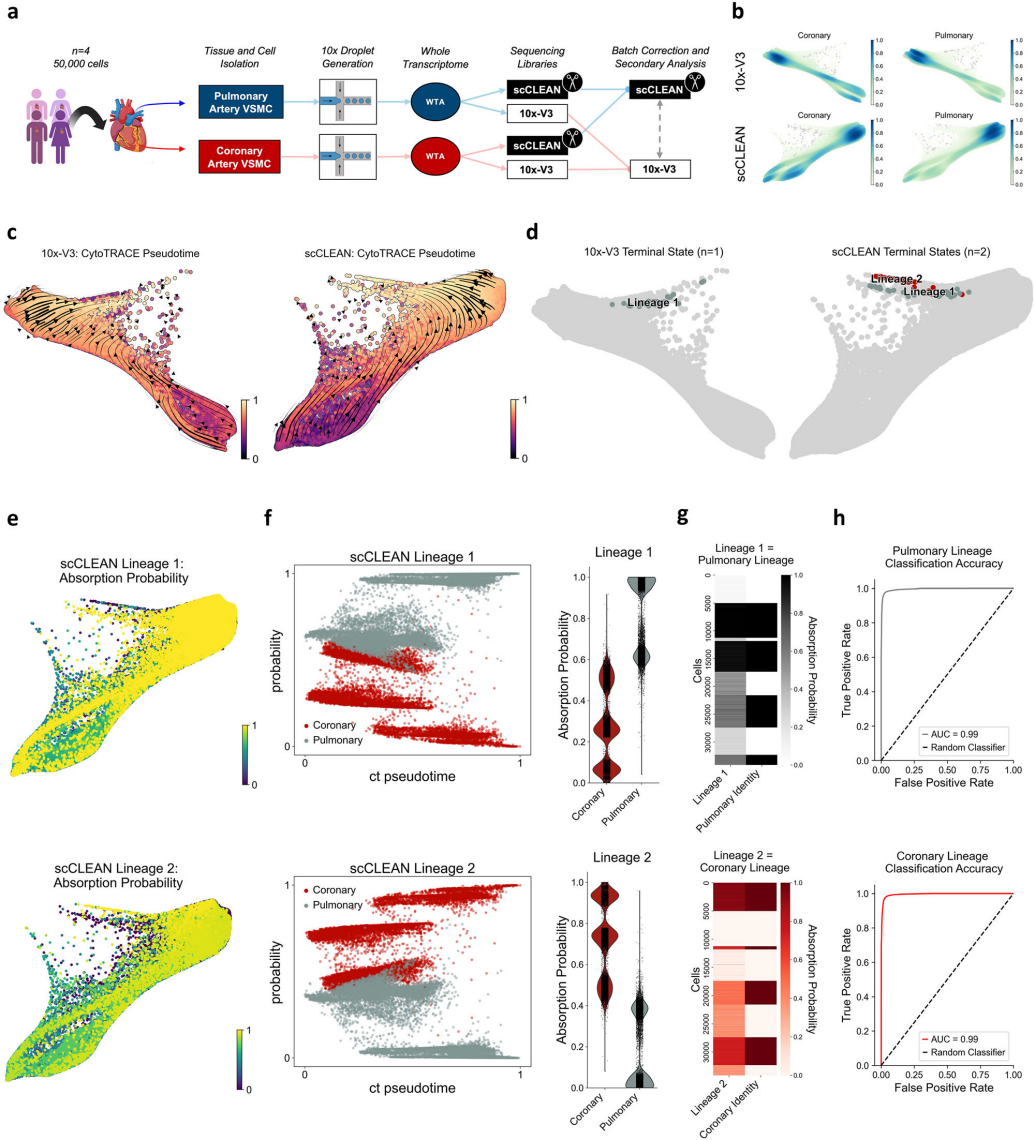
scCLEAN identifies 2 lineages of VSMCs corresponding with the artery of origin. **a** Schematic figure of experimental workflow. A total of ~50,000 VSMCs were isolated from 4 donors and 2 tissue locations: coronary and pulmonary artery. **b** Normalized density of cells along the force directed layout (FLE) according to their artery of origin comparing 10x-V3 (*top*) with scCLEAN (*bottom*). **c** RNA velocity stream plots along pseudotime (CytoTRACE) mapped onto the FLE embedding. All detected genes are utilized to automatically calculate early pseudotime (black) to late pseudotime (yellow) according to the number of genes expressed. Black arrows indicate direction of transcriptional transition. **d** The total number of terminal states identified using CellRank comparing 10x-V3 (*left*) and scCLEAN (*right*). Number of lineages are shown. Optimal terminal states were found using Schur decomposition (gap in the real portion of eigenvalues) and then refined according to stationary distance of the coarse-grained Markov transition matrix (non-zero distance). **e** Only scCLEAN is shown (>1 lineage). Absorption probability of each cell belonging to each lineage and thus differentiating along pseudotime into either of the 2 terminal states, corresponding with lineage 1 (*top*) and lineage 2 (*bottom*). Yellow represents a 100% probability of that cell belonging to that lineage. **f** (left) Lineage absorption probability (lineage 1 = top, lineage 2 = bottom) plotted as a function of each cell’s position along the differentiation trajectory (ct pseudotime). Colors reflect tissue origin: coronary (red) or pulmonary (gray) artery. (right) Violin plots of absorption probabilities across coronary and pulmonary arteries for each lineage. **g** Heat matrix illustrating the relationship between the quantified absorption probability of each cell belonging to each lineage compared to the ground truth arterial identity of that cell. **h** Receiver operating characteristic (ROC) depicting the classification performance of identifying each artery to each lineage (both pulmonary and coronary lineage AUC = 0.99). Created in BioRender. Pandey, A. (2025) https://BioRender.com/r94y754.

We then proceeded with data QC, dimensionality reduction, and trajectory inference. Trajectory inference has become a trademark in single-cell data analysis due to its ability to extract dynamics from a snapshot of data lacking intricate and laborious time-courses^49^. To examine such dynamics, we employed CellRank, a trajectory inference tool designed to extract cell state dynamics, to investigate the phenotypic manifold of potentially transitioning VSMCs^50^. When comparing coronary and pulmonary VSMCs, the density of cells remained comparably distributed across both scCLEAN and 10X-V3 throughout the trajectory indicating undetected bias in global cellular distribution along the projected data (Fig. 4b). After confirming successful data integration, we then constructed pseudo-temporal trajectories utilizing the cytoTRACE computational framework to infer differentiating states associated with each VSMC arterial origin (Fig. 4c)^51,52^. After computing terminal macrostates using Markov chains^53^, one lineage was identified in the 10x-V3 condition, while two lineages were identified with scCLEAN (Fig. 4d). According to the individual cell-fate potentials, 64% and 36% of cells in the scCLEAN condition were associated with lineage 1 and 2, respectively (absorption probability > 0.5) (Fig. 4e). Excitingly, scCLEAN identified an additional terminal state of VSMCs consistent with the number of lineages present in the data.

However, we next sought to resolve if the arterial origin had a direct concordance to each lineage state transition. Because the Markov-chain simulates random walks for each cell towards a terminal state, each cell is thus assigned a probability of transitioning toward a final state. Using this information, we generated a binary classification system to relate the absorption probabilities of each terminal state to arterial origin. After comparing artery identity with lineage absorption (Fig. 4f, g), it was evident that each terminal state was representative of the artery of origin. Receiver operating characteristic analysis confirmed the classification of lineage to artery identity with an AUC of 0.99 (Fig. 4h). To validate this interesting finding and ensure the robust classification was inherent to scCLEAN, two terminal lineages were manually computed in the 10x-V3 condition, but discriminatory power was non-existent (AUC = 0.51) (Supplementary Fig. 13). As a result, scCLEAN enabled blind algorithmic classification of VSMC lineage to artery identity with outstanding accuracy, in a system that was otherwise indistinguishable.

### scCLEAN identifies an inflammatory network unique to coronary VSMCs

To expand on the clear identification of distinct lineages corresponding to coronary and pulmonary arteries, we next examined driver genes responsible for the trajectory-specific dynamics. Interestingly, scCLEAN enabled the identification of coronary and pulmonary specific driver genes explaining cellular fate dynamics (Fig. 5a). To further elucidate, we generated a principal tree with discrete branches and bifurcations (Fig. 5b)^54^. By doing so, this enabled the distinction between lineage markers, genes whose pattern of expression across pseudotime are unique to either the coronary or pulmonary terminal state (Fig. 5c–e), and transition markers, genes responsible for initiating the separation (Fig. 5f). The top coronary transition markers (IL1A, IL1B, IL11, IL32, CCL2, CXCL5) are key players in inflammation and are distinctly associated with coronary VSMCs (Fig. 5f, g). Gene-set enrichment analysis (GSEA) further confirmed the coronary specific inflammatory signatures, with considerable overlap with inflammatory response and TNF-alpha signaling via NF-kB (Fig. 5h). Next, we identified regulatory mechanisms associated with each coronary and pulmonary lineage to inform future exploration and potential avenues for therapeutic intervention. We found that nuclear factor erythroid 2-related factor 2 (NFE2L2) was activated in 91% of cells in the pulmonary lineage but only 1% of cells in the coronary lineage (Fig. 5i). NFE2L2 is pivotal in the regulation of antioxidant proteins that protect from injury and inflammatory induced oxidative damage^55^. Considering oxidative stress contributes to the development of vascular diseases such as atherosclerosis, the lack of NFE2L2 regulon activation in coronary cells may provide insight into early disease onset and warrants further investigation.

**Fig. 5:**
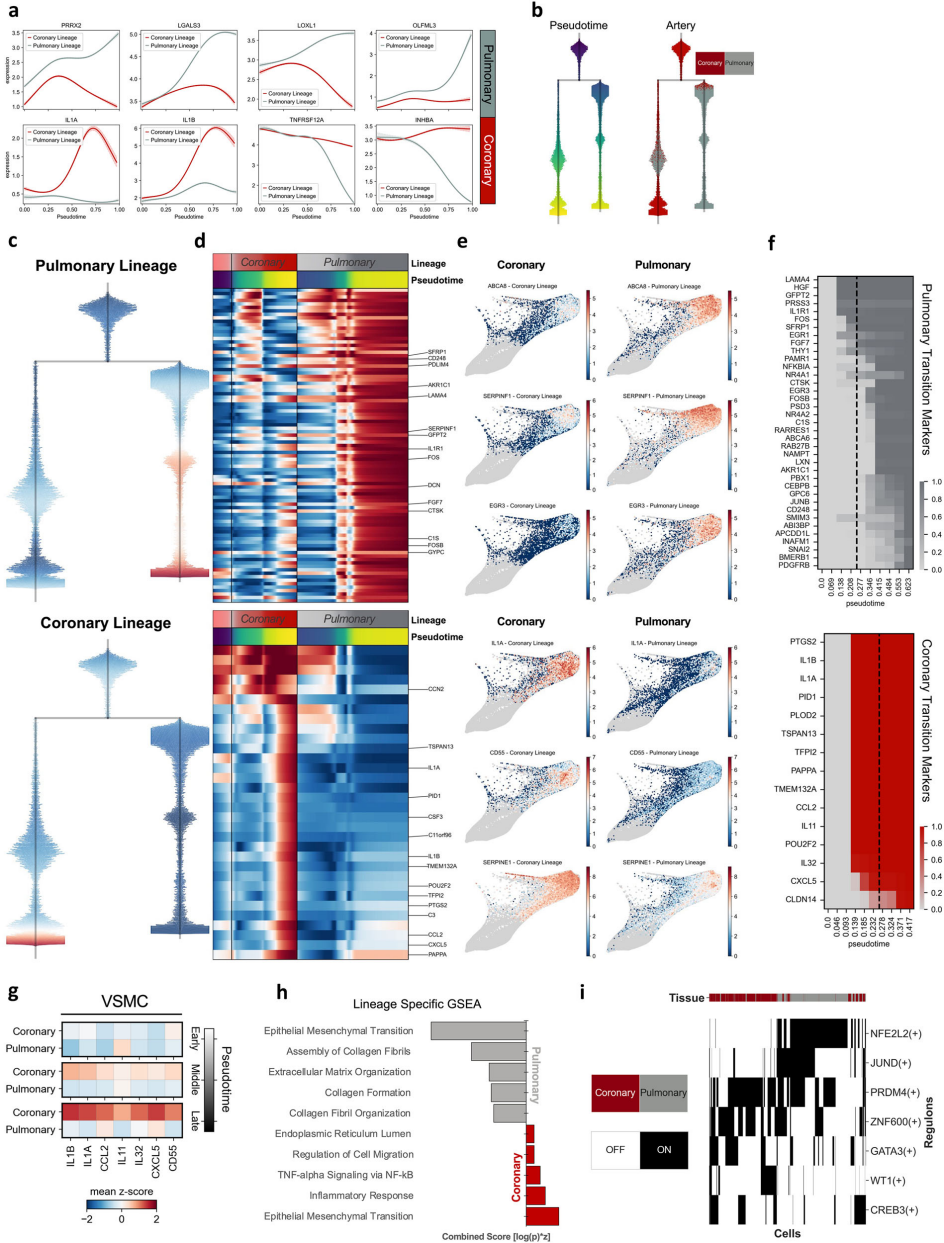
Coronary artery lineage of VSMCs uniquely expresses an inflammatory network. **a** Genes with the highest correlation associated with each terminal state. Average gene expression sampled from 200 cells with an absorption probability >0.5 associated with each lineage (pulmonary lineage = top, coronary lineage = bottom) and mapped along pseudotime. **b** Dendrograms representing the principal graph (scFATES) inferred from scCLEAN terminal states. (*left*) Blue represents early pseudotime and yellow represents late pseudotime. (*right*) Cells colored according to arterial origin (coronary =  red, pulmonary = gray) projected along pseudotime. **c** Tree diagram highlighting onset of characteristic gene signatures (red) associated with pulmonary lineage (*top*) and coronary lineage (*bottom*). **d** Gene expression heatmaps of highest specificity (effect > 0.3) depicting early root cells (*left*), coronary lineage (*middle*), and pulmonary lineage (*right*). The smoothed gene expression is shown along pseudotime and colored by expression (low = blue and high = red). Gene specific pseudo-temporal activation to the pulmonary lineage (*top*; *n* = 91) and to the coronary lineage (*bottom*, *n* = 32). The top 15 genes for each arterial origin are depicted. **e** Feature plots of log(x + 1) normalized expression on the FLE embedding comparing the expression of 3 representative lineage markers specific to the pulmonary (*top*) and coronary (*bottom*) lineages. **f** Gene transition heatmap of top markers for the pulmonary (*top*) and coronary (*bottom*) bifurcation to reflect early decision-making processes prior to separation. The matrix contains inclusion timing for each gene in each probabilistic lineage projection. **g** Z-scored mean expression of inflammatory genes comparing coronary and pulmonary across three equivalent bins of pseudotime (early, middle, late). **h** The top five enriched lineage-specific pathways found using GSEA with all lineage-specific genes (correlation greater than 0.3). The combined score (y-axis) incorporates gene overlap and statistical significance. **i** Top regulons with differential expression between coronary and pulmonary lineages. Binarized regulon activity (SCENIC).

## Discussion

Herein we describe scCLEAN, a molecular add-on to improve the biological resolution of scRNAseq datasets that suffer from poor characterization of lowly expressed transcripts. Instead of focusing on higher total cellular throughput, scCLEAN represents an unconventional approach to enhance sensitivity by globally recomposing the library to enhance complexity of lesser abundant molecules. In PBMCs, scCLEAN demonstrates an improvement in immune cell-type identification and functional characterization from both second-generation and third-generation sequencing technologies. Similarly, in VSMCs, scCLEAN revealed nuanced but important differences in cell identities from different vascular beds, which was not possible by standard scRNAseq analysis. By redistributing ~50% of reads in-vitro, scCLEAN increases the biological variance incorporated into the latent representation according to multiple orthogonal methods of dimensionality reduction, an improvement that cannot be recapitulated by deeper sequencing.

Further analysis using scCLEAN enabled the delineation between nuanced transitioning states within a single homogenous cell type. scCLEAN uniquely characterized pre-symptomatic, basal level differences between coronary VSMCs and pulmonary VSMCs, establishing a stark juxtaposition of similar but transcriptionally transitioning vascular beds. Coronary artery specific inflammation, as validated by the top coronary lineage markers as well as GSEA, is considered a hallmark process of atherogenesis^56^. Thus, scCLEAN facilitated a transcriptional distinction between coronary and pulmonary VSMC plasticity in non-symptomatic donors, providing insight into the underlying coronary predisposition to cardiovascular disease.

While we demonstrate the increase in resolution for difficult to distinguish biological signals, we also emphasize that a panel of 255 protein-coding genes were removed from the analysis. While we resolved additional cell types and discovered unique gene signatures using this method, we provide a relative cost-benefit analysis of scCLEAN via projection onto GTEx tissues and the Tabula Sapiens consortium, further establishing a comprehensive guide for researchers to determine the applicability of scCLEAN on their sample^27^. Additionally, scCLEAN activity was not predicted within all diseased conditions and application should be decided according to the sample specific variance of the 255 genes. Rather, the optimal use case for scCLEAN is when users are interested in either increasing the sensitivity of detection within their scRNAseq library or interpreting complex polygenic regulatory networks and cell type/state signatures that are difficult to parse or that have otherwise been obscured by the presence of abundantly sequenced molecules.

Overall, scCLEAN holds substantial potential to improve single-cell methodologies beyond short and long-read 3’ scRNAseq assays. We emphasize that scCLEAN was tailored to remove uninformative molecules curated against polyA-captured scRNAseq libraries generated with the 10X Genomics v3.1 3’ method. Future work would focus on designing optimized guide arrays for other single-cell sequencing data such as spatial transcriptomics and Perturb-seq. Furthermore, we reason that as the field continues to progress toward multi-omics, combining multiple modalities such as the genome, transcriptome, epigenome, and proteome from a single cell will only exacerbate the noise contributed by each technique. scCLEAN provides an opportunity to address these bottlenecks and enhance biological resolution.

## Methods

### Ethics statement

Research for this manuscript complies with all relevant ethical regulations and requirements. Human donor samples were de-identified for the entirety of the study, with no identifiable data given to study investigators. All studies of the human cells (PBMCs and VSMCs) were approved by the Institutional Review Board of Scripps Clinic/Scripps Research Institute (IRB-18-7266) and Tulane University (2022-1434-TUHSC). Written informed consent from all donors was obtained as per the original study IRB and subsequently approved by the above study IRBs.

### sgRNA design and generation

We curated a set of 14 different scRNAseq datasets from Sequence Read Archive (SRA) for various human sample types. Note that samples in each of these datasets were prepared in accordance with the 3’ 10x Chromium V3 technology (10X Genomics, Pleasanton, CA). The human genome (GRCh38) was used for all sgRNA designs.

#### sgRNA filtering and synthesis

The Jumpcode Genomics’ (San Diego, CA) proprietary sgRNA design pipeline was employed to design CRISPR sgRNAs. A 20mer target sequence adjacent to NGG (PAM) sites were selected as candidate targets. Off-target cleavage in exonic regions (for manufacturability) of all remaining annotated protein-coding genes was minimized by excluding matching sgRNA sequences with sequence homology up to 3 mismatches. The remaining sgRNAs were again filtered to remove high and low GC sequences, homopolymers <4 nt in length, and dinucleotide stretches. The final guide set was generated by selecting guides with high in-vitro cleavage prediction scores using CRISPick^57^. Finally, sgRNAs were filtered for maximum density with an inter-guide spacing adapted from Gu et al.^23^ DNA oligonucleotide pools were synthesized in an array format and purchased from Agilent Technologies (Santa Clara, CA), containing the 5′ bacteriophage T7 RNA polymerase promoter sequence, a target-specific 20mer sequence, and a 100mer trans-activating CRISPR RNA sequence. The DNA oligonucleotide pools were then amplified by PCR and converted to RNA by in-vitro transcription using the SureGuide gRNA Synthesis Kit purchased from Agilent Technologies following manufacturer’s recommendations. The products of in-vitro transcription were then treated with DNase I, provided in the SureGuide gRNA Synthesis Kit, column purified, and pooled in equimolar ratios to form the final sgRNA pool.

#### Ribosomal RNA (rRNA), mitochondrial protein-coding, and ribosomal protein-coding sgRNA design

The rRNA sgRNAs were designed against the mitochondrial 12S and 16S genes and nuclear 5S, 5.8S, 18S, and 28S rRNA genes derived from the 45S precursor rRNA transcript, resulting in 435 unique sgRNAs. Additionally, sgRNAs were designed against 10 mitochondrially-encoded protein-coding genes and 90 nuclear-encoded S and L ribosomal protein-coding genes resulting in 4195 unique sgRNAs.

#### Genomic Intervals sgRNA design

For each SRA dataset, the STAR aligner was used to map reads to reads were aligned to a reference index built from Ensembl transcriptome (GENCODE v32/Ensembl 98) passing the flag --twopassMode Basic to maximize the read alignment^58^. All reads that overlapped with protein-coding transcripts were removed. The filtered bam files from each dataset were then used to calculate the depth of coverage over 500 base-pair windows across each chromosome of the human genome with assessment that no transcriptomic regions were targeted. The 500 base-pair genomic intervals were then ranked according to average depth of coverage for each dataset. The genomic intervals with the highest shared coverage across all 14 datasets were selected followed by the combination of the top dataset specific genomic intervals using Jumpcode Genomics’ proprietary pipeline. We then filtered for off-targets as described above.

#### Non-variable genes (NVG) sgRNA design

To identify a set of highly expressed protein coding genes that did not play a significant role in identifying cell types across a diverse set of human tissues, all 14 SRA datasets were aligned to the same transcriptome as described above using cellranger count and underwent standard secondary processing according to Pegasus (https://github.com/lilab-bcb/pegasus)^59^. For each dataset, the top 5000 highly variable genes were filtered from the data. All remaining genes were then ranked by mean expression for each dataset. We then employed Jumpcode Genomics’ proprietary pipeline to curate the intersection of genes across all 14 datasets with the highest expression followed by sgRNA design and off-target filtering as described above. The results was 155 selected genes that were then assessed for identity consistent with primarily housekeeping genes using PanglaoDB^28^.

#### In-silico modeling of scCLEAN

The underlying basis of the in silico modeling revolves around the hypothesis that when molecules are removed, they are randomly replaced by other molecules in the library according to each molecule’s relative abundance. Considering scCLEAN is performed prior to amplification bias, UMIs associated with lowly expressed genes that would otherwise be outcompeted are recovered, fundamentally changing the composition of the library relative to the standard condition. Consequently, sequencing represents random sampling from two dissimilar pools of molecules, lending to the enhanced detection sensitivity from scCLEAN. To replicate this process in silico, this model is comprised of two simple, fundamental steps: replicate a scCLEAN library, and mimic random sampling from sequencing.

For the dataset representing the 10x-V3 condition, the raw reads were downloaded from the dataset labeled “5k PBMCs from a Healthy Donor (Next GEM)” (5k_pbmc_v3_nextgem_fastqs.tar). For each sample, all reads from each lane were concatenated. The scCLEAN condition was computationally simulated from the 10x-V3 condition.

First, we duplicated the 10x-V3 condition that we are going to simulate into scCLEAN. These duplicated reads were then aligned to a custom STAR index representing all regions targeted for removal by the sgRNA incorporated into the molecular kit. Specifically, the STAR index was built from a combination of fasta files: sequences representing the genomic but not transcriptomic 500 bp intervals, sequences representing the 255 protein coding genes obtained from Ensembl Biomart (Unspliced gene with 100 bp flanking region on each side). Alignment to this index simulates CRISPR-Cas9 incubation and assumes 100% efficiency in removal of targeted material. The STAR alignment command included the flag –twopassMode Basic and 46% of reads were removed. Next, to remove the non-polyadenylated ribosomal RNA, the sortmerna tool (https://github.com/biocore/sortmerna) was run with default parameters, referencing an index composed of fasta sequences from all rRNA compiled from NCBI^60^. A tool designed specifically to remove rRNA was used due to the poor alignment of rRNA using traditional RNA-seq aligners (4% of reads were removed).

Second, to mimic the effect of random sampling from two molecular pools of differing composition, the scCLEAN simulated reads were down sampled using seqtk to an estimated depth to recover roughly 25,000 reads per cell. The bash script repair.sh from BBmap repository (https://github.com/BioInfoTools/BBMap) was used to down sample the read 1 file while maintaining the paired barcode information. The 10x-V3 condition was down sampled to the same exact depth. To compare, samples were then aligned using cellranger count to the standard 10x transcriptome (refdata_gex_GRCh38_2020_A).

### PBMC samples

#### Sample extraction

Blood was obtained from the Scripps Normal Blood Donor Service from anonymized donors and fully compliant with approved IRB protocols for human subjects. Blood was collected and prepared for downstream single-cell applications. Blood was collected in BD Vacutainer cell preparation tubes (CPTs) with sodium citrate in 4 mL aliquots. Blood samples were processed within 2 h of collection. CPTs were centrifuged at 1700 rcf for 15 min at room temperature to separate the PBMC layer using polyester gel and density solution in CPTs. The top layer of liquid containing PBMCs was decanted into 50 mL conical tubes. 1X PBS was added to reach 50 mL total volume and tubes were centrifuged at 300 rcf for 10 min at room temperature. Supernatant was discarded and pellets were resuspended with 10 mL of 1X PBS. 1X PBS was added to reach 50 mL total volume and tubes were centrifuged again at 300 rcf for 10 min at room temperature. Supernatant was discarded and pellets were resuspended with 4 mL of 1X PBS + 0.04% BSA. Samples were then used for downstream single-cell applications.

#### PBMC single-cell library generation and scCLEAN removal of abundant molecule

The PBMC suspension was prepared for droplet generation according to the manufacturer’s suggested protocol (10X Genomics, CG00053 Rev C). Briefly, four channels, with a targeted cell recovery of 10,000 cells were loaded on the 10x Chromium Controller. Using the Chromium Next GEM Single Cell 3ʹ Kit v3.1 (16 rxns PN-1000268), full-length barcoded cDNA was generated and 120 ng of cDNA from each channel was carried through step 3.4—Post Ligation Cleanup – SPRIselect. In parallel, one control (*n* = 1) library was generated to completion manufacturer’s recommendations while three libraries were subjected to scCLEAN depletion (*n* = 3) after first eluting in 16 µL nuclease-free water; a slight modification in step 3.4. Immediately after post ligation cleanup, 15 µL of each library was incubated at room temperature with Cas9 pre-complexed with the sgRNA pool described above using the CRISPRclean Single Cell RNA Boost Kit (Jumpcode Genomics) for 1 h at 37 °C. After incubation, a 0.6x bead-based size selection was performed using AMPure XP beads to remove the cleaved fragments and eluted in 30 µL nuclease-free water. The Chromium Next GEM Single Cell 3’ protocol v3.1 was proceeded from Step 3.5 onwards as outlined by manufacturer’s recommendations. Each library was uniquely indexed using the Single Index Kit T Set A (10X Genomics, PN-1000213).

#### Off target Identification

With scCLEAN, the potential 58% of targeted reads are randomly re-assigned to other molecules in the library. This evenly boosts the abundance of non-targeted, informative transcripts. Consequently, differential expression methods such as DESeq2 cannot be used to accurately compare because DESeq2 identifies a universal change in library coverage as a change in sequencing depth and normalizes the reads accordingly^61^. DESeq2 models the counts as a negative binomial with a fitted mean, which is composed of a sample specific size factor. This sample specific size factor alters the counts of the scCLEAN condition, masking both the benefit as well as the off targets^8^. Consequently, a naïve approach to compare changes in gene expression should be used when identifying potential off targets. For example, we recommend down sampling the conditions to the same sequencing depth, running the analysis in parallel, treating the samples as bulk, and performing a direct comparison.

#### Sequencing

DNA concentrations were assessed using fluorometric quantification using the Qubit 4.0 Fluorometer (Thermo Fisher) and fragment sizes were analyzed using the Agilent BioAnalyzer 2100 (Agilent Technologies). Libraries were normalized to 2 pM, pooled, and diluted to achieve 600 pM loading concentration before loading onto a NextSeq 2000 P3 flow cell (using a NextSeq P3 v3 100 cycle kit). The following sequencing schematic: R1: 28 base-pairs, Index1: 8 base-pairs, R2: 91 base-pairs was employed. For subsequent downstream analysis, all samples were subsampled to 310 million reads (~27k reads/cell) using ‘seqtk sample.’

### Dimensionality reduction

While dimensionality reduction is ubiquitous for single-cell data visualization, it is often performed using different techniques, such as the canonical principal component analysis (PCA)^62^ combined with 2D-visualization^63–65^, diffusion based^66–68^ and deep-learning based methods^69–71^. We thus sought to characterize how scCLEAN affects the performance of each type of algorithm, in particular, the ability to retain biological variance within the reduced representation.

For PCA, MAGIC, and the autoencoder framework, molecular cross validation (MCV) (https://github.com/czbiohub/molecular-cross-validation) was used to select the optimized dimensionality reduction parameter for each strategy^72^.

#### PCA

Initial filtering mimicked what was performed on PBMC data considering PCA is a necessary component in Seurat secondary analysis and UMAP visualization: cells removed in the top 1% of UMI counts, fewer than 500 UMIs, fewer than 200 genes, and genes removed that are expressed in fewer than 3 cells. Using Scanpy (1.9.1), the data was then further processed using the functions: normalize_total (target_sum = 1e4), log1p (default settings), and highly_variable_genes (default settings). The optimal number of principle components was then identified using the MCV fuction mcv_calibrate_pca with the arguments recipe_seurat and max_pcs = 60. The more principal components, the greater biological variance is retained within the latent representation.

#### MAGIC

Each Cell Ranger output filtered_feature_bc_matrix.h5 file was processed and pickled using the MCV python script process_h5ad.py with the following flags: –seed 2, –min_counts 500, –min_genes 200, and –min_cells 3. The output pickle files then underwent a grid search and were calibrated using the MCV loss using the script magic_sweep.py, which uses the diffusion based, single-cell imputation tool MAGIC (Markov affinity-based graph imputation of cells)^73^. To reduce the search space and focus on diffusion t, the script was manually tweaked, changing the default for the–neighbors flag to (10,11), the default for the –components flag to (50,51), and the default for the –time flag to (1, 16). The optimized script was then run with the following flags: –seed 10, –data_split 0.9, –n_trials 10, –genes 2000. The optimal diffusion t was selected according to the lowest MCV loss calculated from 10 neighbors and 50 principal components.

For diffusion-based dimensionality reduction algorithms, the key parameter is how much to diffuse the data. Diffusion can be intuitively understood as data smoothing, the more the diffusion, the noise is smoothed over and effectively removed, but so is the biological heterogeneity. The less diffusion, and the original biological heterogeneity is retained, but so is all the associated noise. The fact that scCLEAN requires significantly less diffusion than 10x-V3 can be interpreted as a reduction in noise and a greater preservation of biological signal.

#### PHATE

PHATE (1.0.7) (https://github.com/KrishnaswamyLab/PHATE) was utilized in order to test the effect of scCLEAN on a network diffusion-based algorithm in addition to MAGIC as well as to ensure the results were not a by-product of the MCV optimization algorithm^74^. PHATE automatically calculates the proper diffusion component t internally using Von Neuman Entropy. To adhere as closely as possible to the guided tutorial, scprep (1.1.0) (https://github.com/KrishnaswamyLab/scprep) was used for initial data processing. Empty cells and genes were removed using the scprep functions filter_empty_cells and filter_empy_genes respectively. The libraries were then normalized and transformed using normalize.library_size_normalize and transform.sqrt. The phate.PHATE operator was then initialized with the arguments n_jobs = −2 and random_state = 10. The entropy was then calculated using the function _von_neumann_entropy with the argument t_max = 100 and the knee point was selected running vne.find_knee_point.

#### Autoencoder

Each cell ranger output filtered_feature_bc_matrix.h5 file was processed and pickled using the MCV python script process_h5ad.py with the following flags: –seed 2, –min_counts 500, –min_genes 200, –min_cells 3, –n_genes 5000, and –n_cells 10000. The data was additionally subset to 10,000 cells and 5000 genes to reduce run time. The MCV script autoencoder_sweep.py was altered to enable parallelization across 4 GPUs. The MCV autoencoder model was altered to enable parallelization using torch.nn.DataParallel. The optimized script was then run with the following flags: –seed 2, –gpu 1, –data-split 0.9, –learning_rate 0.1, –pois, –dropout 0.0, –layers 128, –max_bottleneck 7. The gpu flag identifies the index of one of the four potential GPUs to act as the main staging area for every input tensor to be provided as well as all final outputs to be gathered. The scCLEAN condition was ran with –gpu 0 and the 10x-V3 condition was ran with –gpu 1 for them to run simultaneously. The optimal bottleneck size was selected according to the minimum MCV loss.

Similar to the number of principle components in PCA, if the bottleneck layer is larger, then more biological variability is let through, but so is more noise. Considering the optimal width for the scCLEAN condition was greater than the 10x-V3 condition means more signal could be incorporated due to a reduction in noise. We highlight that training and the proper use of an autoencoder involves the optimization of many hyperparameters outside of the bottleneck width. Consequently, we tried to reduce the process to as simple a workflow as possible. We note that not all potential combinations of parameters were tested and thus do not support the claim that scCLEAN always increases the optimal bottleneck width. The methods outlined above are solely meant to illustrate the distinction in dimensionality reduction performance between scCLEAN and 10x-V3 and should not be used for downstream biological interpretation.

### PBMC secondary analysis

#### Data QC and semi-supervised clustering

Cell clustering was performed with Seurat v.4.1.1 R toolkit^75^. Genes expressed in less than 3 cells were filtered from the data. Additionally, individual cells with counts less than 200 genes and 500 total UMIs were removed. “scDblFinder” was used for the identification of heterotypic doublets using a cluster-based generation of artificial doublets^76^. The distribution of fraction of MT (mitochondrial) genes was examined and cells within the top 5th percentile were removed. The “SCTransform” function was performed to normalize the count data prior to principal component analysis^77^. We used a residual variance cutoff of 1.3 to calculate the optimal number of variable features. The “RunPCA” function was used for principal component analysis using default settings and the first 50 PCs. The “FindNeighbors” and “RunUMAP” functions were calculated on the first 30 dimensions. The resulting shared-nearest neighbor network graph was used for subsequent k-nearest neighbor clustering. Clusters were identified using the “FindClusters” function using the louvain algorithm with multilevel refinement and resolution set to 1.2. This resolution was used to first over-cluster the data for subsequent doublet removal.

#### Reference mapping and cell-type identification

Query-to-reference mapping was performed by projecting the experimental query datasets (10x-v3 or scCLEAN) onto the curated PBMC atlas, Azimuth using the R package scmap v1.18.0^78^. First, the 500 most informative genes (ranked by variance) were selected through the intersection of variable genes from each individual query and reference datasets. The reference was cluster-indexed by calculating the mean gene expression of the top 500 genes within each annotated cell-type using the indexCluster command. Each query dataset was projected onto the reference using scmapCluster with the similarity threshold = 0.5. Cells with a probability less than the threshold of 0.5 were annotated as “unassigned” while cells with a probability above the threshold were assigned a cell-type label from the reference. Clusters were annotated based on “majority rules” principle from the cell-type labels (>50%) for each cluster. If a cluster had a 1:1 ratio of two distinct cell-type labels, then that individual cluster was divided into sub-clusters using the FindSubCluster command from Seurat and the query dataset was re-mapped onto the reference as described above. The scmap projection for each dataset was assessed for classification accuracy. Cells were then assigned a binary classifier on the agreement between the cell-level annotation and the cluster-level annotation. After binary classification, a generalized linear model (GLM) was fitted using the glm command with the parameters formula = binary classification ~ probability and family = binomial. Using the R package pROC v1.18.0^79^.

### Orthogonal validation

#### Random matrix theory—signal to noise

For each sample, random matrix theory was used to distinguish between signal and noise^80^, and consequently compare between scCLEAN and 10x-V3. The python tool randomly (https://github.com/RabadanLab/randomly) was used with minimal filtering to accurately characterize the effect of scCLEAN on the signal to noise ratio. Data processing followed the randomly tutorial, initializing the randomly.Rm() model, and using the function preprocess with the following arguments: min_tp = 1, min_genes_per_cell = 1, min_cells_per_gene = 1, refined = True. The model was then refined using the command refining with the flag min_trans_per_gene = 1.

#### Deep learning unsupervised clustering

To ensure that the identification of additional cell clusters with scCLEAN was not an artifact of hyperparameter tuning, deep embedding for single-cell clustering (DESC) (https://github.com/eleozzr/desc) was used, leveraging deep learning to identify cell clusters in an unsupervised fashion, and assign a confidence score of assigning each cell to a specific cluster following similar initial filtering described above^36^. Despite being an unsupervised method, the proper clustering resolution still had to be manually chosen, so to compare DESC outputs between scCLEAN and 10x-V3, a range of louvain resolutions were selected (0.1, 0.2, 0.4, 0.6, 0.8, 1.0, 1.2, 1.4, 1.6, 1.8, 2.0). For each resolution x, the model was trained using the function train with the following arguments: dims = [anndata.shape[1], 128, 32] tol = 0.001, n_neighbors = 10, batch_size = 256, louvain_resolution = x, do_tsne = True, learning_rate = 300, do_umap = True, num_Cores_tsne = 4.

### Single-cell MAS-Seq

PBMC samples were isolated from a donor and prepared using 10X Genomics Chromium Next GEM Single Cell 3’ Reagent Kit (v3.1) protocol (10X Genomics, CG000315 Rev C) as described above. 100 ng input of amplified GEM barcoded cDNA was then treated with scCLEAN as detailed above with a slight modification. After incubation for 1 h at 37 °C, 1 µL thermolabile proteinase K (New England Biolabs, Ipswich, MA) was added and incubated for 15 min at 65 °C. After scCLEAN and proteinase K treatment, the cleaved targeted sequences were 1X magnetic bead-based size selected using the ProNex beads (Pacific Biosciences, Menlo Park, CA. The remaining desired un-cleaved cDNA samples were PCR re-amplified alongside standard untreated cDNA samples from the same GEM well. The amplified cDNA samples were then 0.95X ProNex size selected for desired <2 kb short transcripts.

Single-cell cDNA fragment sizes were validated post-depletion using the Agilent Bioanalyzer 2100. SMRTbell libraries were generated following the “Single-Cell Iso-Seq SMRTbell Express Template Prep Kit 2.0 Procedure” as per the manufacturer’s protocol (Pacific Biosciences PN 101-892-000 v1). Each library was sequenced individually on the PacBio Sequel II System targeting ~3 million full-length single-cell transcript reads per SMRT Cell 8 M. Reads were processed using pigeon (https://github.com/PacificBiosciences/pigeon), the PacBio Transcript Toolkit, following manufacturer’s documentation. Seurat compatible inputs were generated using the final, filtered isoforms (containing all genes) using the pigeon make-seurat command.

### MAS-Seq cell QC and downstream analysis

The cells processed with the MAS-Seq protocol and those processed with the addition of scCLEAN workflow were done in parallel using the same parameters for all cell QC and secondary analysis. The cell QC was performed similarly as above with the following modifications. First, genes expressed in less than 3 cells were filtered from the data. By default, when evoking pigeon make-seurat, mitochondrial and ribosomal genes are excluded from further downstream analysis. Thus, to remove low-quality cells, we first plotted the log10(genes) vs log10(UMIs). Cells with both a gene and UMI count depth below 3 median absolute deviations were filtered from the data. To calculate cell complexity, a linear regression model was calculated using the R stats package v4.2.0 using the command lm with formula = log10(genes) ~ log10(UMIs). Model residuals were then calculated using the residuals command with default settings. Cells with residuals less than −0.2 were filtered from the data. Following low-quality cell filtering, predicted doublets were also removed using the doublet detection R package scDblFinder as detailed above.

### Cardiovascular samples

#### Cell culture and single-cell isolation

Human coronary and pulmonary artery smooth muscle cells from four healthy donors were purchased from Cell Applications (San Diego, CA). Cells were donor matched and cultured in growth medium (Cell Applications) at 37 °C with 5% CO2 atmosphere in T25 flasks (Corning, Corning, NY). After 2 passages, cells were detached from cell culture flasks using Trypsin (Invitrogen, Waltham, MA) while incubating at 37 °C for 10 min. Detached cells were washed with PBS and assessed for viability using trypan blue staining (Invitrogen, Waltham, MA) with the Countess II (Invitrogen). Samples were confirmed to have cell viability >90% and were further processed with scRNAseq and scCLEAN as detailed above.

#### Trajectory inference

Cell Rank (https://github.com/theislab/cellrank)^50^ was used to calculate dynamic changes in cell states towards terminal lineages. The CytoTRACEkernel was used to generate cell differentiation pseudotime^52^. The transition matrix was calculated using the function “compute_transition_matrix” with the flags threshold_scheme = “soft” and nu = 0.3. To compute terminal states, and the associated fate probabilities, the Generalized Perron Cluster Cluster Analysis estimator was utilized^53^. To identify the top terminal states, schur decomposition was performed using the function compute_schur with n_components = 25 and alpha = 0.2. For both VSMC sample conditions, an eigengap was detected after 2 eigenvalues, so two macrostates (terminal states) were computed using compute_macrostates with n_states = 2. Only the macrostates that had non-zero stationary distance (stationary distribution of coarse-grained transition matrix) were carried forward in analysis. Terminal states were established from the two macrostates, and fate probabilities were identified using compute_absorption_probabilities with time_to_absorption = “all”. The top genes associated with each terminal state were identified using the function compute_lineage_drivers.

scFATES (0.8.0) (https://github.com/LouisFaure/scFates) was then utilized to characterize gene-lineage associations with respect to pseudotime, enabling the distinction between genes that drove the split between the two lineages as well as genes highly correlated with each^81^. The tutorial “Conversion from CellRank pipeline” was closely followed. The cell rank analysis was converted to a lineage tree using cellrank_to_tree with the flags time = “pseudotime”, Nodes = 10, and seed = 10. The single tip of the tree that was identified closest to the cells of earliest pseudotime was established as the root. scFATES principal graph was calculated using tl.pseudotime with n_map = 100 and seed = 42. The dendrogram was established using the function tl.dendrogram with default parameters. Genes significantly associated to each section of the principal tree were calculated using test_association and fitted to the trajectory using tl.fit. Genes associated with the Coronary and Pulmonary branch were identified using tl.test_fork with the root_milestones flag set to the “Coronary Root Cells” and the milestones flag set to the two terminal branches “Coronary Lineage” and “Late Pulmonary Lineage.” Markers were selected using the function branch_specific with the same root and milestones selected as above with effect = 0.3. 91 genes were associated with the Late Pulmonary Lineage and 32 genes were associated with the Coronary Lineage. To identify gene’s specific to each module (lineage) at the point of bifurcation with respect to pseudotime inclusion, the function tl.module_inclusion was used with the same root and milestones selected as above in addition to n_map = 50 and parallel_mode = “mappings.”

### Statistics and reproducibility

All data were used in the analysis of the presented data with no data excluded from the analysis. Sample size was determined based on conventions in single cell sequencing experiments and as per availability of samples. The investigators were blinded to all identifiable data pertaining to the human cells (PBMCs or VSMCs). Biological and/or technical replicates were performed as appropriate. All samples were prepared for for both traditional and scCLEAN analysis.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supporting Information

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Reporting Summary

Transparent Peer Review file

## Data Availability

All single-cell sequencing reads, count matrices, and post-processed files are available at the Gene Expression Omnibus (Accession number: GSE283554 and Bioproject PRJNA1194517). Additional processed files are at DOI: 10.6084/m9.figshare.26444173^82^. Publicly available data used for the survey of 14 tissue types for assessment of abundantly expressed transcripts are detailed in Supplementary Data 1.

## Code availability

All code is available at https://github.com/acpandey/scCLEAN and available at 10.5281/zenodo.14079211^83^.

# Supplementary material for: A CRISPR/Cas9-based enhancement of high-throughput single-cell transcriptomics
**Source:** Nat Commun. 2025 May 19;16:4664. doi: 10.1038/s41467-025-59880-2
**Supplement:** Supplementary file 2 — Description of Additional Supporting Information

Supplementary Data Legends.

Supplementary Data 1. Evaluation of abundant and ubiquitous sequences in single cell RNA sequencing across various tissue types. Accession numbers, tissue origin, and publication reference for Sequence Read Archive (SRA) database of the 14 tissues assayed.

Supplementary Data 2. Detailed transcripts used by scCLEAN. Details of the exact transcripts used for removal using scCLEAN including the 10 mitochondrial, 90 ribosomal, and 155 non-variable genes.

Supplementary Data 3. Detailed statistics for box and whisker blots in Figure 1, panel b. Detailed statistics for all groups visualized in Figure 1, panel b.

Supplementary Data 4. Detailed statistics for box and whisker blots in Figure 3, panel d. Detailed statistics for all groups visualized in Figure 3, panel d.

# Supplementary material for: A CRISPR/Cas9-based enhancement of high-throughput single-cell transcriptomics
**Source:** Nat Commun. 2025 May 19;16:4664. doi: 10.1038/s41467-025-59880-2
**Supplement:** Supplementary file 7 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☐	☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☐	☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	All analysis software and code used in the study were from publicly available software as described in the manuscript.
Data analysis	Software and tools used in the analysis include:<br>CellRanger v6.2.0<br>bedtools<br>Pegasus (1.5.0)<br>Seurat v.4.1.1<br>scDblFinder<br>ROGUE<br>CellChat<br>CIPR (v.0.1.0)<br>randomly<br>deep embedding for single-cell clustering (DESC)<br>SIMBA (1.1)<br>Circular Consensus Sequencing package v6.4.0<br>samtools v1.12<br>Lima v2.5.0<br>pigeon package v0.1.0.<br>Cell Rank

Generalized Perron Cluster Cluster Analysis
scFATES (0.8.0)

All parameters and detailed use of packages/software is included in the manuscript and Extended data.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All single-cell sequencing reads, and count matrices are in the process of being submitted to the Gene Expression Omnibus (GSE283554) and additional files at DOI: 10.6084/m9.figshare.26444173. All code is available at <https://github.com/acpandey/scCLEAN> and available at DOI: 10.5281/zenodo.14079211 Reasonable requests for additional data should be sent to the corresponding author.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

All human donor samples (PBMCs and VSMCs) were de-identified to the study investigators and no data on sex or gender was available.

Reporting on race, ethnicity, or other socially relevant groupings

All human donor samples (PBMCs and VSMCs) were de-identified to the study investigators and no data on race, ethnicity, or other social information was available.

Population characteristics

All human donor samples (PBMCs and VSMCs) were de-identified to the study investigators. Data that was provided was that all donors were categorized as young donors and without history of cardiovascular disease for the VSMCs.

Recruitment

All donors were available from Institutional biobank and/or commercially purchases as detailed in the methods.

Ethics oversight

The study was approved by the Institutional Review Board of Scripps Clinic/Scripps Research Institute (IRB-18-7266) and Tulane University (2022-1434-TUHSC).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Sample sizes were chosen based on the availability of samples. VSMCs were used for four independent biological donors and matched isolation of coronary and pulmonary VSMCs. PBMCs were from the biobank with pooling of 3 donors.

Data exclusions

No data were excluded for the analysis of this study.

Replication

All data and results were validated with multiple replicates (minimum of three) as well as several orthogonal validation studies to assess consistency of reproducibility of the data.

Randomization

All samples were assayed and there was no scope for randomization in this study.

Blinding

All study investigators were blinded to any identifiable data of the biological samples as per IRB approval. Additionally, initial computational analysis was completed in a blinded fashion without assignment of sample number rather than sample identity.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	PBMCs were obtained from the Scripps BioRepository. The VSMCs used in the study were purchased from Cell Applications. All cells were primary culture and below Passage 3.
Authentication	Authentication of the cells were completed by Cell Applications. No authentication was done for PBMCs.
Mycoplasma contamination	Cells were tested and were negative for mycoplasma. Testing for the PBMC samples were from Scripps mycoplasma core and for the VSMCs was from Cell Applications.
Commonly misidentified lines<br>(See ICLAC register)	No cells from the register were used in the present study.

Plants

Seed stocks	n/a
Novel plant genotypes	n/a
Authentication	n/a

How the deposited data were processed for this re-analysis (not part of the article)

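PBMCs of the study were measured as short-read libraries (10x 3' v3.1, with and without scCLEAN) and as MAS-Seq long-read libraries (with and without scCLEAN), and VSMCs of coronary and pulmonary arteries as short-read libraries of 4 donors. The series holds 22 samples, of which 2 were given no condition because their label and the matrix attached to them name different conditions. A short-read matrix attached to the 10x-V3 MAS-Seq runs was given no condition for the same reason, and the one attached to the scCLEAN MAS-Seq runs entered as the further scCLEAN library, in alternatives only.

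The short-read counts are whole UMI counts per gene and barcode as deposited by the authors, who subsampled reads to a common number, aligned them to GRCh38 with the 2020-A reference in Cell Ranger and kept the barcodes called as cells. The MAS-Seq counts are whole gene counts per barcode that the authors made by segmenting arrays, removing duplicates by UMI and classifying transcripts, with mitochondrial and ribosomal genes left out by the tool. The cell types and the lists of variable genes are the authors' deposited tables for merged replicates, made after their removal of doublets and of cells with a high mitochondrial share, and joined here by barcode. For VSMCs only the barcodes of the authors' aggregated libraries were used, and no expression values of VSMCs were analysed. PBMC labels were checked on the depletion of the targeted genes, and VSMC labels could not be. No columns of samples within the used tables were left out.

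Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0 and leidenalg 0.10.2, and drawn with matplotlib 3.10.9. All deposited barcodes were kept, and doublets were not called again. The 255 targets were read from the supplementary table, with 5 of them followed under newer symbols in the MAS-Seq counts. Log2 ratios are of UMIs per barcode, scCLEAN over 10x-V3, with no pseudocount. Counts of genes and lists use genes with at least 50 UMIs in 10x-V3, genes that the paper names are given from 10 UMIs on, and a gene with 0 UMIs in scCLEAN has no log2 ratio. Shares, genes per UMI and the top genes were taken per cell and summarized by the median over cells. Cells were thinned without replacement to 500, 1000 or 2000 UMIs in short reads and to 300 UMIs in MAS-Seq, with shallower cells left out. The r2 used log10 of summed UMIs plus a pseudocount of 1.

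Components above noise were counted in 3 draws of 3000 cells, with 1 shuffle per draw, on log values scaled to 10000 counts per cell. Clusters came from 4000 cells per library, 2000 variable genes, 30 components and 20 neighbours, by Leiden clustering at 11 resolutions with 3 seeds, and were named at the study's resolution of 1.2 by fixed markers. Gene positions and transcripts were those of GENCODE 44, in which 99.65% of the tested genes could be searched for 20-base sites followed by the Cas9 motif that also occur in a targeted gene. Transcript lengths were known for 9486 of 9556 MAS-Seq genes. The study's guide sequences were not used, so a shared site is a possible guide site only.

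The 14 gene lists, the markers, the comparisons and the rule for named genes were fixed before the data were examined, and the closing section names the tests that were chosen later. Named genes were those named in the paper's PBMC results or as targets of concern, the 10 lowest and 10 highest non-targeted genes per assay with at least 200 UMIs in 10x-V3, the 5 most abundant targets per panel, the 5 least depleted targets, and the 4 most abundant members of each list, and a few of each group are given in the text. Of the genes named in the text, MTRNR2L8 and MT-ATP8 are also list members, while IGHD, GZMK and the other markers belong to cell types. MIR205HG and S100A2, which the paper names, had fewer than 10 UMIs in PBMCs and are not listed. The list of mitochondrial ribosomal proteins was fixed as a rule on symbols, which named 81 genes in the short-read annotation and 107 in that of MAS-Seq, so its members differ between assays. Gene lists were set against 10000 random lists of non-targeted genes matched on expression in 20 bins.

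With 1 library per condition, PBMC values carry no test between conditions, and intervals are exact at 95%. The 3 MAS-Seq runs per condition were treated as repeat readings of 1 library. Numbers of VSMC barcodes were compared between arteries with an exact permutation test on the log2 scale, where 4 against 4 libraries give 70 splits and a smallest p-value of 0.0286. The same donor number in both arteries stands for the same donor, as the paper calls the donors matched, so the donor was also used as a block in a sign-flip test, whose smallest p-value is 0.125. Detection was tested on simulated data: genes lowered to 0.25-fold were found in 50 of 50 cases in both assays, and in MAS-Seq genes lowered to 0.5-fold in 47 of 50. Both simulations raised all genes by the same small factor, below the median ratio of 1.57 seen in MAS-Seq. A MAS-Seq gene at 0.5-fold of the others could thus lie above the threshold of -0.5 and be missed.

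Alternatives covered the cells kept, the depth, the scaling, the minimum count, the genes used, the scCLEAN library, the runs and the donors. The tools that the paper used for components and for the deep embedding of clusters, exon coverage, trajectories and all expression in VSMCs were left out, for lack of the tool, of reads or of matrices among the files used.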

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

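The tests of counting noise, of a loss in 1 library and of marker RNA were chosen after the results were seen, as were the search in canonical transcripts only and the direct comparison of the 2 scCLEAN libraries, while the tests of shared sites, overlap, transcript class and transcript length were set before.

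S100A8, EIF3F, HNRNPH2 and TRBC2 are among 636 non-targeted genes with a log2 ratio under -0.5 in the short reads, most of which the paper does not discuss. Counting noise is excluded for most of them, since 5 of 12486 simulated unchanged genes came under the threshold, as is a loss in this scCLEAN library alone, since 91.7% of the genes, and 4.80% of the other tested genes, were also under it in the further scCLEAN library. Set directly against the further library, the 636 genes had a median log2 ratio of 0.18, with 41 under -0.5, while a surplus in the shared 10x-V3 library remains open, and overlap with a targeted gene on the genome is excluded as the main source (0.951% of the genes, 6 of 631, and 0.616% of the others). Sites shared with a targeted gene were found in 91.6% of the protein-coding genes under the threshold and in 60.9% of other tested protein-coding genes, in 92.4% and 54.1% of genes of other classes, and in 74.6% and 28% of all genes in canonical transcripts only, and 43.7% of the genes were not protein-coding, against 10.7%. Cuts at shared sites and cuts in genomic intervals outside coding transcripts cannot be told apart, because the guides themselves were not used. Shared sites are common in genes that kept their UMIs, and HNRNPH2 and TRBC2 had no shared site. By the paper's Methods, guides matching exons of other protein-coding genes with up to 3 mismatches were removed. This speaks against shared sites in protein-coding genes. The Methods also describe the intervals as checked to spare transcriptomic regions, which speaks against cuts in intervals. Neither statement could be checked without the guides. A further guide set of the paper, against rRNA including mitochondrial rRNA, was not searched for sites. It remains open too, also for the humanin-like genes. No biological explanation was tested since both libraries read the same cells.

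UQCR11, COX5B and the other respiratory-chain genes had a median log2 ratio of 1.38 in MAS-Seq, and mitochondrial ribosomal proteins one of 1.12, both beyond the genes that the paper discusses. Short transcripts had higher ratios, with a median of 0.81 in the 1898 genes up to 1462 bases long and medians of 0.49 to 0.71 in 4 groups of longer genes. Transcript length is excluded as the whole source, since random lists matched on expression and length had medians of 1.12 and 0.80, and the 2 lists lay at percentiles 99.98 and 100.00 of them. A difference between the 2 MAS-Seq preparations other than depletion remains open, since each condition is 1 pool, and no biological explanation was tested. The 677 non-targeted genes with a log2 ratio under -0.5 in MAS-Seq, such as DNAJB1, were likewise not discussed in the paper.

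Barcodes rich in hemoglobin transcripts were more frequent than the Eryth name: 626 barcodes of 10x-V3 and 596 of scCLEAN had at least 100 UMIs of HBB, of which 571 and 541 have no cell type in the authors' annotation. For the cells named only in scCLEAN, the explanation that their marker RNA was read only after depletion is excluded for 3 names, since in 10x-V3 HBB was 2437-fold higher in Eryth cells than in other cells of the same names (exact interval 2294.5 to 2591), MKI67 2137-fold higher in CD4 Proliferating cells (899.4 to 6660.3) and CLEC9A 561-fold higher in cDC1 cells (151 to 4694.9). A change in how the annotation assigns names remains open, and no biological explanation was tested since the cells were the same.

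In VSMCs, the pulmonary scCLEAN library with the fewest barcodes lay far from the other 3, with a gap of 0.841 of the range of the 4 libraries, above Dixon's critical value for 4 samples, which chance exceeds in about 1 in 20 groups. In the pulmonary 10x-V3 libraries the same measure was 0.796.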

How the results depend on the processing

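Of 98 values of the comparisons under alternatives, 45 were called the same, 47 moved with the direction kept and 6 reversed. Of 220 values of named genes and gene lists, the numbers were 34, 163 and 23. A count was called the same within 1.5-fold, and a VSMC value if its sign and the call of its test were kept. MAS-Seq values per cell and targeted shares were set against the range over runs. Other values had to lie within their interval or, without an interval, be equal. The causes of moved and reversed values were not tested, except that thinning, left-out genes and higher minimums leave fewer counts or genes by construction. Joined MAS-Seq names, genes under the threshold in each run and settings called added below were chosen after seeing the data. All alternatives set in advance were run, and depth limits the precision of rare genes such as KRT5 and ENPP1.

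The ratio of non-targeted shares (1.76) was 1.80 with the study's cell filter, 1.83 in the further library, 1.761 in shared barcodes and 1.82 over all UMIs. The ratio for the top 200 genes (0.541) was 0.556 with the filter, 0.534 in the further library, 0.544 in shared barcodes, 0.404 with library ranking and 0.634 after thinning. The ratio of genes per UMI was 1.99 with the filter, 2.15 in the further library, 1.36, 1.45 and 1.50 after thinning to 500, 1000 and 2000 UMIs, and reversed to 0.955 with targets left out and 0.998 with targets left out and thinning. The fold of non-targeted UMIs per cell (1.17) was 1.164 with the filter, 1.04 in the further library, 1.16 in shared barcodes and 1.169 as a ratio of means.

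The r2 was 0.9873 without log, 0.9872 with log10 CPM, 0.956 for genes with at least 10 UMIs and 0.961 in the further library. Genes under -0.5 (636) numbered 662 without scaling, 904 with CPM over non-targeted UMIs, 283 with CPM over all UMIs, 1211 and 354 with minimums of 10 and 200 UMIs, 1162 in the further library and 1301 there with CPM over non-targeted UMIs (added). The log2 depletion of the targets (-2.85) was -2.21 with CPM over all UMIs, -3.07 with CPM over non-targeted UMIs and -3.47 in the further library. Lists outside the central 95 percent of random lists numbered 3, and 8 in the further library. The S100 list reversed to -0.11 with CPM over non-targeted UMIs and -0.10 in the further library, and the cytotoxic list to -0.40 there. Reversed in the further library were GNLY (-0.51), NKG7 (-0.33), ZEB2 (-0.29), S100A9 (-0.096) and FOS (0.55), and S100A9 with CPM over non-targeted UMIs (-0.108). The further library also differed in cell composition, with NK cells at 12.7% of its named cells against 23.5% in 10x-V3.

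The difference in components (-20) was -21 after thinning, -23 with the Marchenko-Pastur edge and -28 in the further library, reversed to 4 with targets left out, and was -2 with 2000 variable genes and -2 with targets left out and thinning (added). Additional clusters summed over resolutions numbered 13, 5 with targets left out and 22 after thinning. The difference in cell types (5) was 1 for clusters with fixed markers.

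In MAS-Seq, the ratio of non-targeted UMIs was 1.58 in shared barcodes, 1.125 over all genes and 1.55 with joined names kept as non-targeted (added), and 1.60 to 1.63 leaving out 1 run. The ratio of genes was 1.49 in shared barcodes, 1.317 over all genes, 1.40 after thinning over all listed genes and 1.002 after thinning of non-targeted UMIs (added), and 1.50 to 1.53 leaving out 1 run. The ratio of targeted shares (0.218) was 0.233 with joined names kept (added) and 0.214 to 0.226 leaving out 1 run. Genes under -0.5 (677) numbered 1012 with every listed name (added), 897 with genes of joined names kept (added), 2271 with CPM over non-targeted UMIs, 338 with a minimum of 200 UMIs, 339 in each of 3 runs (added) and 608 to 640 leaving out 1 run. The mitochondrial ribosomal list (1.12) was 1.22 for genes tested in both assays (added). Leaving out 1 run gave log2 ratios of 0.37 to 0.49 for BTLA, 1.64 to 2.00 for ENPP1 and 1.50 to 1.55 for COX5A. With CPM over non-targeted UMIs, lists reversed to -0.19 (paralogs of targets), -0.64 (S100), -0.08 (interferon-stimulated), -0.16 (lineage factors), -0.082 (cytokines), -0.27 (cytokine receptors) and -0.38 (checkpoint genes), and genes to -0.60 (FTH1), -0.45 (JUNB), -0.12 (NFKBIA), -0.36 (ATP5F1A), -0.31 (ATP5F1B), -0.29 (CLEC9A) and -0.33 (BTLA).

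For VSMCs, the difference between arteries with the donor as a replicate block was 0.105 in 10x-V3 (exact sign-flip test, p = 0.875, n = 4 pairs) and 0.033 in scCLEAN (p = 0.875). With 4 pairs the smallest p-value of this test is 0.125, so it cannot tell whether pairing matters. Without 1 of the 4 donors the difference between arteries was -0.20 to 0.31 in 10x-V3 and -0.35 to 0.28 in scCLEAN, reversed without 1 donor in either condition. Without log scale it was 337.5 barcodes in 10x-V3 and reversed to -71.2 in scCLEAN.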

Differences from the paper's values

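The paper gives 10,000 cells for the 10x-V3 channel, a number that its Methods describe as the targeted recovery. The deposited matrix holds 6119 barcodes called as cells, or 5596 with the study's cell filter, and both differ from that target. A library that was given no condition, since its label and its matrix name different conditions, holds 11714 barcodes with 41.5% of the UMIs of the median cell in non-targeted genes, where the paper gives 39% and the library used here has 50.1%, so the library used here may not be the paper's channel. For components above noise, the paper gives 7 in 10x-V3 and 10 in scCLEAN, against 71 and 51 here by another measure. In 10x-V3 the numbers 44 (targets left out), 17 (2000 variable genes), 53 (thinned) and 72 (another noise edge) all differ from the paper's, and in scCLEAN 15 (2000 variable genes) does not differ by more than 1.5 times, while 48, 32 and 49 under the same 3 other settings, and 43 in the further library, do.

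The paper gives 9 genes with a log2 ratio under -0.5 and 8 of them shared across replicates, and here 636 genes were under it and 583 of them shared with 1 further library. The paper states no minimum count, and 662 without scaling, 283 with CPM over all UMIs, 904 with CPM over non-targeted UMIs, 1211 and 354 with minimums of 10 and 200 UMIs, and 1162 in the further library all differ. The 3 genes that the paper names, MTRNR2L12, S100A8 and EIF3F, are under the threshold here too.

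For additional clusters, the paper gives 2 at the fewest and 7 at the most, and here the difference ranged from -1 to 3, from -2 to 2 with targets left out, from 1 to 3 after thinning and from -2 to 3 in the further library, by another clustering method. None of these settings reached the paper's fewest or most.

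The paper states more components in scCLEAN, and here there were fewer in all settings set in advance except with targets left out (44 in 10x-V3 and 48 in scCLEAN). More clusters at each resolution is the paper's statement. Here scCLEAN had fewer at 1 of 11 resolutions, where the ranges over seeds overlapped, as many at 1, and more at all 11 after thinning. The paper sets CD4 TEM in 10x-V3 against CD4 CTL in scCLEAN, and under the same barcodes 0 of 141 CD4 TEM cells were named CD4 CTL, whereas the authors' merged lists hold CD4 TEM in 10x-V3 and CD4 CTL in scCLEAN as the paper does. For VSMCs the paper gives fewer coronary than pulmonary cells, and here coronary barcodes were the larger part in 10x-V3 (51.4%) and the smaller in scCLEAN (49.7%). With cell types from clusters and fixed markers, 14 names in scCLEAN, 1 additional name, 1 name in scCLEAN only and 0 in 10x-V3 only also differ from the paper's values, while the authors' annotation gives the paper's numbers.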

Other observations

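TRBC2, 1 of the constant genes of the T cell receptor beta chain, had 11427 UMIs in 10x-V3 and 479 in scCLEAN, while its near-copy TRBC1 had 8600 and 10414, so the 2 genes stood apart although reads can be shared between them. The paper does not discuss this difference. In MAS-Seq, immediate-early and stress genes were the lowest of the measured lists, at percentile 0.03 of random lists matched on expression and transcript length, with -0.06 for IER2 (from -1.45 to 0.56 by run, so no direction is given), 0.30 for JUNB and 0.63 for NFKBIA, where JUNB and NFKBIA turned negative with CPM over non-targeted UMIs. In the short reads of the further scCLEAN library, which holds other cells, the same list lay above each random list.

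The share of genes under -0.5 in the short reads rose with the number of sites shared with targeted genes: 1.05% of genes without a shared site (51 of 4838), 2.22% with 1 to 4, 5.40% with 5 to 19 and 10.2% with 20 or more (411 of 4046). HNRNPA1P48 had 130 shared sites. Longer genes hold more sites, and the number of sites was not adjusted for length.

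The libraries without a condition had the following values. The first held 6070 barcodes and 41869537 UMIs, with 50.5% of the UMIs of the median cell in non-targeted genes, the second 11714 barcodes and 72442508 UMIs with 41.5%, and the short-read matrix attached to the 10x-V3 MAS-Seq runs 5952 barcodes and 26635527 UMIs with 87.9%.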
